# Pancreatic islet expression profiling in diabetes-prone C57BLKS/J mice reveals transcriptional differences contributed by DBA loci, including *Plagl1 *and *Nnt*

**DOI:** 10.1186/1755-8417-2-1

**Published:** 2009-01-22

**Authors:** Abraham A Anderson, Joan Helmering, Todd Juan, Chi-Ming Li, Jocelyn McCormick, Melissa Graham, Daniel M Baker, Michael A Damore, Murielle M Véniant, David J Lloyd

## Abstract

**Background:**

C57BLKS/J (BLKS) mice are susceptible to islet exhaustion in insulin-resistant states as compared with C57BL6/J (B6) mice, as observed by the presence of the leptin receptor (*Lepr*) allele, *Lepr*^db/db^. Furthermore, DBA2/J (DBA) mice are also susceptible to β-cell failure and share 25% of their genome with BLKS; thus the DBA genome may contribute to β-cell dysfunction in BLKS mice.

**Results:**

Here we show that BLKS mice exhibit elevated insulin secretion, as evidenced by improved glucose tolerance and increased islet insulin secretion compared with B6 mice, and describe interstrain transcriptional differences in glucose response. Transcriptional differences between BLKS and B6 mice were identified by expression profiling of isolated islets from both strains. Genomic mapping of gene expression differences demonstrated a significant association of expression differences with DBA loci in BLKS mice (*P *= 4×10^-27^).

**Conclusion:**

Two genes, *Nicotinamide nucleotide transhydrogenase *(*Nnt*) and *Pleiomorphic adenoma gene like 1 *(*Plagl1*), were 4 and 7.2-fold higher respectively in BLKS islets, and may be major contributors to increased insulin secretion by BLKS islets. Contrary to reports for B6 mice, BLKS mice do not harbor a mutant *Nnt *gene. We detected 16 synonymous polymorphisms and a two-amino acid deletion in the *Plagl1 *gene in BLKS mice. Several inflammatory glucose-responsive genes are expressed at a higher level in BLKS, suggesting an inflammatory component to BLKS islet dysfunction. This study describes physiological differences between BLKS and B6 mice, and provides evidence for a causative role of the DBA genome in β-cell dysfunction in BLKS mice.

## Background

Type 2 diabetes mellitus can be considered as a two-stage disease. First the body becomes resistant to circulating insulin, and second, when coupled with pancreatic β-cell dysfunction, overt diabetes precipitates [1]. Insulin resistance alone, without β-cell exhaustion, will not lead to hyperglycemia. In this case the islet compensates by increasing insulin production and β-cell populations are maintained. Differences in β-cell adaptation to increased insulin demand likely reflect an underlying genetic component. Indeed, in B6 mice, but not in genetically dissimilar BTBR mice, insulin resistance induced by the leptin *ob *allele is well compensated by islet expansion [2]. The genetic alteration in BTBR mice which underpins this failure to adapt to increased insulin requirements was recently identified and localized to a gene contributing to islet vascularization [3].

Obese (*Lepr*^db/db^) B6 and 129/J mice are insulin resistant but compensate this potentially pathogenic process by islet hypertrophy and hyperinsulinemia [4,5]. However, obese (*Lepr*^db/db^) DBA mice not only develop insulin resistance but also severe diabetes due to β-cell loss. Thus the DBA background may be considered a diabetogenic strain exhibiting a predisposition to β-cell failure. DBA mice copiously secrete insulin (10-fold over basal) in response to a glucose bolus compared with a modest (3-fold) increase in B6 mice [6]. This hypersecretion phenotype (here after referred to as elevated insulin secretion) is retained in isolated islets, and confirms a functional difference between these two strains specific to the islet. These data suggest that elevated secretion of insulin may be deleterious to the β cell and results in β-cell exhaustion in DBA mice.

BLKS mice also exhibit pancreatic islet failure when made insulin resistant by the *ob *or *db Lepr *alleles [5,7,8], as evidenced by gross islet atrophy and β-cell loss. This strain is closely related to B6; however, it harbors a small contribution from the DBA strain. Genetic analysis of the BLKS mice has uncovered a contribution of approximately 71% from B6, 25% from DBA, and 4% from other strains in BLKS mice [9-11]. Given the clear differences in severity of diabetes between B6-*Lepr*^db/db ^mice and BLKS-*Lepr*^db/db ^mice, and the similarity between BLKS and DBA mice, it is tempting to speculate that islet sensitivity may be conferred by alleles from the DBA genome.

In this report we investigated islet function in non-obese B6 and BLKS mice. We found that BLKS mice are profoundly more glucose tolerant than B6 and this difference was associated with elevated secretion of insulin in islets. We investigated the differences in gene expression in isolated islets between the two strains, in both basal and stimulated (insulin secretion stimulated) conditions, and found that 75% of the gene expression differences in the BLKS islets were contributed from genes within DBA loci. Further, several genes regulated by glucose in both strains suggest early inflammatory effects associated with increased glucose (*Txnip*,*Lnc2*,*Gad1 Slc7a3 *and *Spp1*). Notably, we identified significantly higher expression of *Nnt *and *Plagl1 *(ZAC1) in BLKS islets, two genes previously associated with islet dysfunction.

## Results and discussion

### Glucose homeostasis in non-obese BLKS and B6 mice

Although glucose homeostasis has been extensively studied in BLKS-*Lep*^db/db ^mice, few reports have shown clear differences in non-obese BLKS mice compared with B6 mice. To better understand the differences between both these strains, we analyzed fasting glucose in young (12 weeks old) and aged (26 weeks old) mice. At 12 weeks of age, fasting glucose levels between B6 and BLKS mice were similar (113.3 ± 5.7 mg/dL *vs. *100.7 ± 3.6 mg/dL, respectively) as well as at 26 weeks (118.4 ± 4.2 mg/dL *vs. *111.0 ± 17 mg/dL). Interestingly, B6 mice and BLKS mice have similar body weights at younger ages but after 16 weeks of age the B6 mice continue to gain weight whereas BLKS mice do not (Figure 1A). Also, in 12-week-old-mice insulin levels were the same in the two strains (Figure 1B). However, at 26 weeks B6 mice had significantly higher insulin levels (*P *= 0.018) than BLKS mice, and could reflect the difference in body weights. We found no differences in glucagon levels (data not shown). The difference in insulin levels in older mice may also represent a difference in glucose homeostasis. To investigate this further, glucose tolerance tests (GTTs) were performed at 10 and 23 weeks of age (Figure 1B). At both ages, glucose tolerance between B6 and BLKS mice was clearly different. Although 10-week-old B6 and BLKS mice had similar basal fasting blood glucose levels, at 30, 60 and 120 min after an intraperitoneal injection of glucose B6 mice were less glucose tolerant than the BLKS mice. Similar results were obtained at 23 weeks of age; however, at this age the basal fasted blood glucose values for the BLKS mice were statistically lower than the B6 mice. Both lines of mice were more glucose intolerant at 23 weeks than at 10 weeks of age (blood glucose spike at 30 min was increased in both strains). The glucose intolerance observed in the B6 mice at 23 weeks could be related to the higher body weight and some degree of peripheral of insulin resistance. On the other hand, the younger B6 and BLKS 10-week-old mice had similar body weights yet clearly were dissimilar in glucose tolerance; furthermore, a report by Goren et al [12] illustrated that 8 to 10-week-old B6 and BLKS mice are very similar when challenged in an insulin tolerance test. Taken together, we interpret these data to reflect a pancreatic difference between these two strains to account for the differences in glucose tolerance.

**Figure 1:**
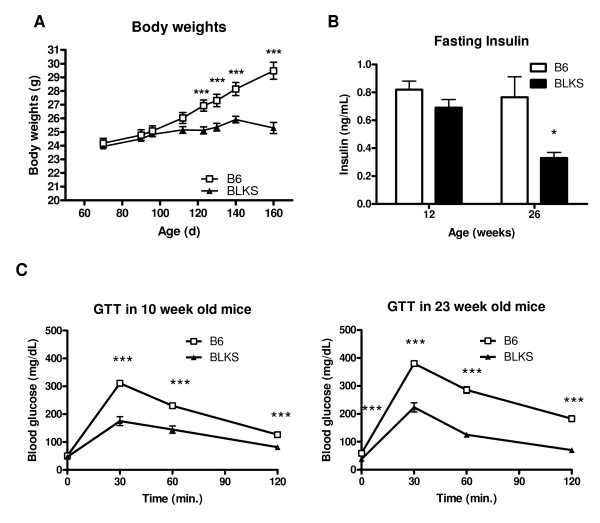
**Glucose homeostasis in B6 and BLKS mice**. (A) Body weights of B6 and BLKS male mice (*n *= 13 for each strain) were monitored from 10 weeks to 26 weeks of age. (B) Fasting (4 h) plasma insulin was analyzed in 10-week (*n *= 13) and 23-week (*n *= 8) -old B6 and BLKS male mice. (C) Glucose tolerance was assessed in 10 and 23-week-old B6 and BLKS male mice, following an intraperitoneal injection of glucose (2 g/kg). All data represent means and s.e.m. and tested using a two-tailed Student's *T*-test assuming unequal variances; * *P *< 0.05, ** *P *< 0.01, *** *P *< 0.001.

### Islet insulin secretion and pancreatic immunohistochemistry

To investigate if the enhanced glucose clearance in BLKS mice was attributed to increased insulin secretion, glucose-stimulated insulin secretion was measured in isolated islets from both B6 and BLKS mice (Figure 2A). Islets of BLKS mice secreted significantly more insulin than B6 mice at the higher glucose concentrations tested, providing further support for an elevated secretion phenotype. These data have been shown for DBA mice [6,13], but to date have not been reported for BLKS mice.

**Figure 2:**
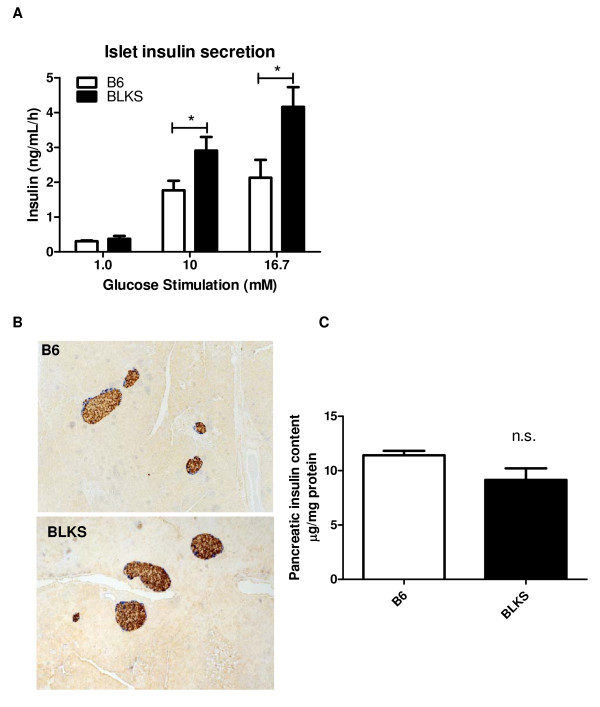
**Insulin secretion is higher in BLKS mice than B6 mice**. (A) Glucose-stimulated insulin secretion was investigated in isolated islets from 12-week-old B6 and BLKS male mice. Following 48 h recovery post-isolation, the islets were stimulated with 2, 10 or 16.7 mM glucose for 1 h. Insulin release into the media was monitored. (B) Immunohistochemistry was performed in pancreatic islets from 26-week-old male mice revealing no gross differences in islet appearance or size. Insulin (oxidized DAB-brown) and glucagon (Vector Blue product) expressing cells are shown. (C) Pancreatic insulin content was assessed in pancreata excised from 15-week-old male B6 and BLKS mice (*n *= 3/group). No statistically significant differences were detected. All data represent means and s.e.m. and tested using a two-tailed Student's *T*-test assuming unequal variances; * *P *< 0.05; *n.s*. not significant.

To determine if the difference in insulin secretion correlated with differences in β-cell mass, we performed histology and immunohistochemistry on pancreatic sections from both strains. No gross differences in islet number or appearance were observed in either B6 or BLKS mice as assessed in multiple mice of each strain. Furthermore, following staining for insulin and glucagon, a similar composition of α and β cells within the islet was found (Figure 2B). Thus the difference in insulin secretion was not associated with any qualitative difference in β-cell mass. To investigate if any quantitative differences in β-cell mass were present between the two strains, we analyzed pancreatic insulin content (Figure 3C). Pancreata from BLKS mice were found to have a small but non-significant reduction in pancreatic insulin content compared with B6 mice. This, however, is unlikely to explain the elevated insulin secretion observed in the BLKS mice.

**Figure 3:**
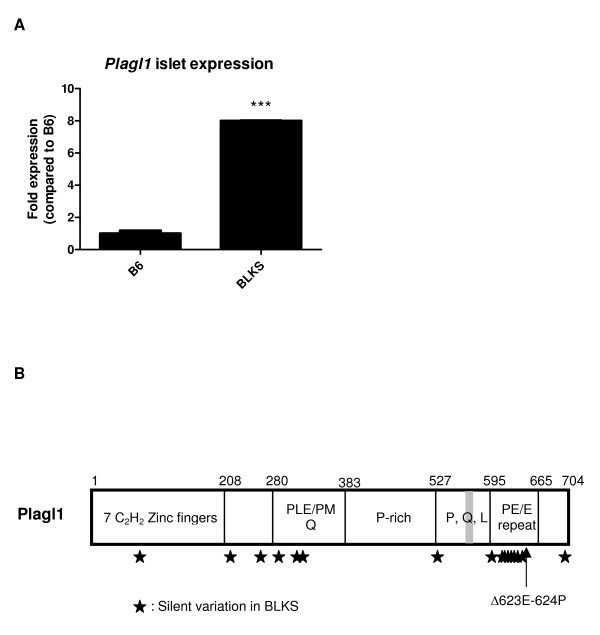
***Plagl1 *expression and genetic differences in BLKS mice**. (A) Quantitative RT-PCR analysis of the *Plagl1t *RNA in B6 and BLKS in isolated islet cultured in high glucose conditions. Data represent means and standard deviations of multiple mice (B6 *n *= 8; BLKS *n *= 4) and tested using a two-tailed Student's *T*-test assuming unequal variances; *** *P *< 0.001. (B) Diagram of the polypeptide structure of Plagl1 identifying the functional domains. Numbers refer to the mouse amino-acid positions, and letters refer to amino acids. The genetic differences between B6 and BLKS genes are shown by the stars; the two-amino acid deletion in BLKS is shown by the arrow.

### Islet gene expression differences between glucose concentrations

Given that islet dysfunction is a characteristic of BLKS-*Lepr*^db/db ^mice but not of B6-*Lepr*^db/db ^mice, and is associated with heightened insulin secretion in non-obese BLKS mice, we hypothesized that these physiological outcomes may be reflected in differences in islet gene expression. We investigated gene expression in normal (non-diabetic) mice with the intention of analyzing expression in islets with similar compositions of α, β, and δ cells. Furthermore, we speculated differences in gene expression may only become apparent after a period of extended secretion, which would expose genes involved in islet dysfunction/adaptation. To this end, islets were isolated from 10 B6 and 10 BLKS mice, and cultured for 2 days in 11 mM glucose (each individual mouse's islets were cultured separately). After this period, islets from five B6 mice were cultured in 5 mM glucose and from five B6 mice in 20 mM glucose for an additional 24 h. BLKS islets were treated similarly. 

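Islet RNA of 19 mice was hybridised to 20 Agilent mouse arrays read in 2 colours. The samples are 5 B6 and 5 BLKS mice whose islets were kept in 5 mM glucose, and 5 B6 and 4 BLKS mice whose islets were kept in 20 mM glucose for 24 h, after 48 h in 11 mM glucose. From each mouse, 200 ng of RNA was labelled with Cy3 and, separately, with Cy5. On 9 pairs of arrays, a B6 and a BLKS mouse with the same number and glucose concentration were hybridised together, with the dyes exchanged between the arrays of a pair. On the remaining pair, which was scanned later, the mouse labelled B6 low glucose 1 was hybridised with B6 high glucose 5. B6 low glucose 1 is thus on 4 arrays and was counted as 1 mouse, whereas the text that accompanies the samples counts 6 B6 mice in low glucose. The authors deposited the scanner output of the Agilent Feature Extraction software and a table of log2 values. The scanner output holds a processed signal for each dye, which the software normalized between the dyes of an array without subtracting background. Each array has 41534 spots for 41174 probes. In Cy5, the median spot signal of an array ranged from 72.1 to 94.3 units, against 49.1 to 53.4 units for its negative control spots. In Cy3, the corresponding ranges were 78.1 to 113 units and 53.2 to 68.9 units. The median number of spots called well above background in Cy5 was 27384 in B6 and 26878 in BLKS islets in low glucose, and 27110 in B6 and 27349 in BLKS islets in high glucose. In Cy3 this call was also given to a median of 83.9% of the negative control spots, against 0.318% in Cy5. The processed signals were converted to log2, spots marked as outliers by the software were left out, average intensities were equalised between arrays (Aquantile), and the dyes of each mouse were averaged. The 29330 probes well above background in both dyes in at least 4 mice were tested with limma, with a mean for each of the 4 groups and Benjamini-Hochberg adjustment at 0.05. The number of arrays limits the precision of each value. Across probes, the correlation between any pair of mice was between 0.981 and 0.998. Of the 29278 probes without a missing value, 106 were called and differed over 2-fold between strains in a limma fit of the high-glucose mice alone. At these, each low-glucose mouse was placed on a scale from 0 (mean of B6) to 1 (mean of BLKS). The library labelled B6 low glucose 4 was at 0.99 and the library labelled BLKS low glucose 5 at -0.01, while the remaining B6 mice lay between -0.04 and 0.05 and the remaining BLKS mice between 0.93 and 1.00. All samples were analysed under the labels given, so low-glucose differences between strains, and glucose responses, contain both libraries.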

RNA isolated from each individual mouse's islets was used to investigate global changes in gene expression between the strains in low and high-glucose conditions. We assessed the common differences due to glucose concentration (Table 1), and differences between strains (Table 2).

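Between high and low glucose, averaged over both strains, 6538 of the 29330 probes differed, 3174 rising and 3364 falling. This balance depends on scaling between arrays, without which 1410 rose and 3797 fell, and in the authors' table of log2 values 1093 rose and 2292 fell. With the array pair as a random block the count was 3812. The response to glucose was called for 2795 probes in B6 islets (1587 rising, 1208 falling) and for 3400 in BLKS islets (1897 rising, 1503 falling). A difference between the responses of the strains was called for 12 probes, and for 47 with the array pair as a fixed block and 237 with it as a random block. Averaged over both glucose concentrations, 5487 probes differed between strains, 2364 higher and 3123 lower in BLKS. In high glucose alone, 3258 probes differed, 1460 higher and 1798 lower in BLKS. Among the 5487 probes called over both concentrations, the 5 B6 and the 4 BLKS mice in high glucose did not overlap at 3533. These mice took part in choosing the probes, so this count is not independent evidence. In low glucose, with the labels as given, limma called 0 probes at an adjusted p under 0.05, although 4706 probes had an unadjusted p under 0.05. Without the library labelled B6 low glucose 4 the low-glucose count was 2684, and without the library labelled BLKS low glucose 5 it was 2374. With the array pair shared by B6 and BLKS mice as a fixed block it was 2358, and with the pair as a random block 4710. The methods' linear model, fitted here to single dye values, gave 5096. The paper does not state the unit of its own p-values. The high-glucose count moved most with the authors' table of log2 values, to 935 probes, and with the array pair as a random block, to 7389. Without BLKS high glucose 4 it was 2083. The response counts moved most under the same table, to 1212 probes in B6 and 997 in BLKS, and with the methods' linear model, to 5683 and 6399. In the authors' table and in a fit without scaling between arrays, falling probes outnumbered rising ones in B6, by 942 to 270 and by 1046 to 558. In BLKS they did so without scaling, by 1476 to 676, but not in the authors' table, where 637 rose and 360 fell.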

**Table 1:** Gene expression fold-change differences in islets from low to high glucose in BLKS and B6 mice

Probe	Gene	Description	Interstrain fold difference (BLKS/B6)		Glucose response (fold change)	
			
			Low Gluc.	High Gluc.	B6	BLKS
A_51_P402943	*S100A9*	S100 calcium-binding protein A9	1.21	3.28	1.59	4.31

A_51_P438805	*TXNIP*	thioredoxin-interacting protein	-1.72	-2.01	4.16	3.56

A_51_P358765	*SPP1*	secreted phosphoprotein 1	2.46	3.76	2.12	3.24

A_51_P275016	*SLC7A3*	solute carrier family 7 member 3	1.49	1.97	2.13	2.82

A_51_P372550	*CGREF1*	cell growth regulator with EF-hand domain 1	1.04	1.65	1.76	2.79

A_51_P510156	*LCN2*	lipocalin 2	1.98	2.07	2.31	2.41

A_52_P94482	*TTYH1*	tweety homolog 1	1.73	1.84	2.23	2.37

A_51_P194149	*TTR*	transthyretin	-1.31	1.13	1.59	2.37

A_51_P428384	*TTYH1*	tweety homolog 1	1.58	2.19	1.70	2.36

A_52_P326399	*FKBP11*	FK506-binding protein 11	1.50	1.48	2.39	2.36

A_51_P130727	*FKBP11*	FK506-binding protein 11	1.65	1.64	2.34	2.33

A_51_P227275	*CSN3*	casein kappa	1.43	1.54	2.15	2.31

A_51_P370458	*A030006P16RIK*	RIKEN cDNA	1.01	1.64	1.41	2.29

A_51_P391955	*2310032F03RIK*	RIKEN cDNA	1.10	1.21	2.07	2.27

A_51_P346938	*LRG1*	leucine-rich alpha-2-glycoprotein 1	1.18	1.17	2.22	2.20

A_52_P187058	*NPTX2*	neuronal pentraxin II	1.67	2.38	1.51	2.16

A_51_P435911	*HSD3B7*	hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 7	1.17	1.69	1.46	2.11

A_51_P162955	*SERPINA7*	serpin peptidase inhibitor member 7	-1.01	1.21	1.69	2.07

A_52_P547328	*TRAM1*	translocation-associated membrane protein 1	1.09	1.51	1.49	2.06

A_51_P272876	*FAM46A*	family with sequence similarity 46, member A	1.59	1.72	1.88	2.03

A_52_P144310	*GAD1*	glutamate decarboxylase 1	1.02	-1.23	-1.63	-2.04

A_51_P199352	*2310015B20RIK*	RIKEN cDNA	-1.25	-1.71	-1.62	-2.21

Genes are sorted for the subset with BLKS glucose response (fold change) >2 (*p *< 0.001, Benjamini-Hochberg FDR 0.8).

**Table 2:** Gene expression fold-change differences in islets from BLKS mice compared with those from B6 mice

			Interstrain fold difference (BLKS/B6)				
						
Probe	Gene	Description	Low Gluc.	High Gluc.	Chromosome	Mb	Genetic Origin
A_51_P417251	*6330403K07RIK*	RIKEN cDNA	4.32	17.43	11	71.1	DBA

A_52_P532456	*PLAGL1*	pleiomorphic adenoma gene-like 1	2.93	7.15	10	12.8	DBA

A_51_P113395	*NNT*	nicotinamide nucleotide transhydrogenase	1.94	4.22	13	116.6	DBA

A_52_P395228	*NNT*	nicotinamide nucleotide transhydrogenase	2.01	4.07	13	116.6	DBA

A_51_P113399	*NNT*	nicotinamide nucleotide transhydrogenase	1.79	3.85	13	116.6	DBA

A_51_P422030	*FLJ22709*	hypothetical protein	1.99	3.82	8	69.8	DBA

A_51_P358765	*SPP1*	secreted phosphoprotein 1	2.46	3.76	5	103.6	B6

A_51_P253984	*PCP4*	Purkinje cell protein 4	1.93	3.52	16	96.9	DBA

A_51_P402943	*S100A9*	S100 calcium-binding protein A9	1.21	3.28	3	90.8	DBA

A_52_P542860	*BTBD9*	BTB domain-containing 9	1.99	3.27	17	28.7	DBA

A_51_P440682	*CAP1*	CAP, adenylate cyclase-associated protein 1	1.82	3.17	4	122.3	DBA

A_52_P3029	*AGPAT4*	1-acylglycerol-3-phosphate O-acyltransferase 4	1.42	2.92	17	10.9	DBA

A_51_P323620	*THYN1*	thymocyte nuclear protein 1	1.74	2.91	9	26.9	other

A_51_P346165	*AGPAT4*	1-acylglycerol-3-phosphate O-acyltransferase 4	1.42	2.89	17	10.9	DBA

A_51_P118417	*SCPEP1*	serine carboxypeptidase 1	1.70	2.87	11	89.0	DBA

A_51_P454873	*NPY*	neuropeptide Y	1.97	2.72	6	49.8	B6

A_51_P491017	*GNPTG*	N-acetylglucosamine-1-phosphate transferase, gamma subunit	1.82	2.71	17	23.4	DBA

A_52_P748882	*ENO2*	enolase 2	1.62	2.58	6	124.8	DBA

A_51_P167535	*FABP3*	fatty acid-binding protein 3	1.88	2.53	4	129.8	DBA?

A_51_P130028	*ENO2*	enolase 2	1.63	2.53	6	124.8	DBA

A_51_P101545	*HGFAC*	HGF activator	-1.92	-2.54	5	34.1	DBA

A_51_P337269	*ALDOB*	aldolase B, fructose-bisphosphate	-1.17	-2.66	4	49.6	B6

A_51_P215627	*PLAC9*	placenta-specific 9	-1.89	-2.67	14	23.6	DBA

A_52_P644774	*ZZEF1*	zinc finger, ZZ-type with EF-hand domain 1	-1.92	-2.73	11	73.0	DBA

A_51_P517075	*SERPINF1*	serpin peptidase inhibitor, clade F member 1	-1.50	-2.78	11	75.5	DBA

A_52_P213889	*TMC7*	transmembrane channel-like 7	-1.87	-2.83	7	114.5	DBA

A_52_P613498	*4833420G17RIK*	RIKEN cDNA	-2.04	-3.01	13	116.7	DBA

A_51_P376656	*SYNPR*	synaptoporin	-2.13	-3.08	14	11.4	DBA

A_52_P50496	*HLA-A*	major histocompatibility complex, class I, A	-2.23	-3.16	17	32.1	DBA

A_51_P509961	*SLC5A10*	solute carrier family 5 member 10	-1.21	-3.24	11	61.8	DBA

A_51_P246677	*REC8L1*	REC8-like 1	-2.28	-3.61	14	50.5	DBA

A_51_P392518	*THUMPD1*	THUMP domain-containing 1	-2.83	-4.30	7	115.6	DBA

A_51_P146560	*MSLN*	mesothelin	-2.31	-4.36	17	23.9	DBA

A_52_P137500	*AK046255*	Unknown cDNA	-2.70	-5.06	X	131.8	DBA

A_51_P443443	*5830417I10RIK*	RIKEN cDNA	-2.75	-5.46	3	89.0	DBA

A_52_P231729	*H2-Q1*	major histocompatibility complex Q1b	-8.74	-29.31	17	33.4	DBA

Shown is the subset with fold change >2.5 under high glucose conditions (*p *< 0.001, Benjamini-Hochberg FDR 0.8). Genes are sorted by the interstrain fold difference in high glucose conditions.

Table 1 shows gene expression fold-change differences between low and high-glucose conditions in BLKS and B6 mice. 

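At a glucose response over 2-fold in BLKS islets and an unadjusted p under 0.001 for glucose over both strains, 18 probes passed, 16 rising and 2 falling with glucose. All 18 are among the 22 probes of Table 1. Of the remaining 4, Fam46a (A_51_P272876) had a log2 response of 0.96 in BLKS, and Spp1, Lcn2 and Lrg1 had an unadjusted p of 0.00179, 0.00228 and 0.00103. In the separate tests within strains, 19 of the 22 probes were called in BLKS and 17 in B6 islets. None of the 22 was called by limma for a difference in response between the strains (6 had an unadjusted p under 0.05). With the array pair as a random block 3 were called, and with the methods' linear model 3. Over all probes with an unadjusted p under 0.001 for glucose, the largest adjusted p was 0.00811. Without BLKS high glucose 3, the number of probes passing the limits of Table 1 was 26, the largest count among fits that leave out 1 mouse. Among other alternatives the number ranged from 14 to 23. The fold changes listed in Table 1 and Table 2 were compared with those computed here for 160 values. The sign was the same for 159, all 160 lay within 1.5 times of each other, and Pearson's r across probes was 0.999 with Spearman's rho of 0.996, with probes not being independent replicates.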

We highlight the subset with BLKS glucose response of at least 2-fold. These transcriptional differences associated with glucose response in islets suggest an underlying inflammatory component. 

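Lists of genes written down in advance were tested with limma's camera, adjusted over 20 lists and 6 comparisons. Genes of the acute phase and of NF-kB signalling rose with glucose in B6 islets, with a median log2 change of 0.33, 15 of 17 genes higher and an adjusted p of 0.000244. Limma's fry gave this list an adjusted p of 0.083. At the level of single genes, 5 of the 17 were called over all genes tested and 8 adjusted over the list alone. In BLKS islets the same list had a median of -0.006 and a mean of 0.19, with 8 of 17 genes higher (adjusted p = 0.376). There, 3 genes were called over all genes and 3 adjusted over the list alone. For the difference between the responses of the strains, the median was -0.13, with 3 of 17 genes higher and adjusted p of 0.000988 in camera and 0.422 in fry. In low glucose, with the labels as given, the list was already higher in BLKS (median 0.125, 16 of 17 genes higher). Camera gave this an adjusted p of 0.00625 and fry 0.366. In high glucose the strains did not differ detectably (median -0.1, 7 of 17 genes higher, camera adjusted p = 0.721). The study names 2 genes of this list, which is therefore not wholly independent of it. Macrophage genes were not called in either strain (adjusted p = 0.137 in B6 and 0.163 in BLKS), with medians of -0.12 and -0.10 and with 3 and 5 of 13 genes higher. Nor were interferon response genes, with adjusted p of 0.497 and 0.976, medians of -0.03 and -0.002 and 6 of 15 genes higher in both strains. The 3 neutrophil genes above background, S100a9 among them, had a median of 0.27 in B6 (adjusted p = 0.069) and 0.14 in BLKS (adjusted p = 0.057), with 3 of 3 higher in both. Fry gave them adjusted p of 0.0537 and 0.0382, and their mean in BLKS was 0.77. From the glucose response of the genes in Table 1, the paper proposes an underlying inflammatory component.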

*Lipocalin 2 *(*Lcn2*) transcription increases 2.4-fold in response to higher glucose levels and is 2.07-fold higher in BLKS islets. This gene is regulated by the cytokine leptin in insulinoma cells [14] and interestingly BLKS mice also have 40% more of a specific leptin receptor (*Leprotl1*) at high glucose levels – 1.44 and 1.09-fold under high and low-glucose conditions, respectively. 

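With glucose, the Lcn2 probe (A_51_P510156) rose by 1.29 on the log2 scale in BLKS islets (standard error 0.53, adjusted p = 0.136) and by 1.31 in B6 islets (standard error 0.50, adjusted p = 0.121), 2.44-fold and 2.48-fold. The BLKS groups did not overlap (exact permutation test, 2-sided p = 0.0317), while the B6 groups did (exact p = 0.0556). In high glucose, its log2 signal was 9.34 ± 0.36 (SD, n = 4 mice) in BLKS and 8.31 ± 0.87 (SD, n = 5) in B6. This difference of 1.03 was close to the spread within B6 (adjusted p = 0.259, exact permutation p = 0.0714). With the array pair as a fixed or a random block it was called, at 1.33 and 1.19. In low glucose, with the labels as given, the difference was 1.05 (adjusted p = 0.312). Without the library labelled B6 low glucose 4, the B6 response (1.74) and the low-glucose difference (1.48) were called, and without the library labelled BLKS low glucose 5 the latter was called as well (1.49).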

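For Leprotl1, 3 probes were well above background. Probe A_52_P395220 was higher in BLKS than in B6 islets in high glucose by 0.50 on the log2 scale (standard error 0.07, adjusted p = 0.000964), 1.41-fold, and every BLKS mouse was above every B6 mouse (exact permutation p = 0.00794, the smallest that 5 mice against 4 allow). The low-glucose difference was 0.21 (adjusted p = 0.166), 1.16-fold, with the labels as given. It was called without the library labelled B6 low glucose 4 (0.26) and without the library labelled BLKS low glucose 5 (0.29). The other probes gave smaller high-glucose differences of 0.28 (A_51_P482940, adjusted p = 0.0418, called in 10 of 19 fits that leave out 1 mouse) and 0.08 (A_52_P496655, adjusted p = 0.566).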

*Lcn2 *is also known to be up-regulated in rat models of type 2 diabetes, and associated with inflammatory functions [15] including apoptosis. The glucose-responsive gene *Glutamate decarboxylase 1 (Gad1)*, which is an islet-derived autoantigen in insulin-dependent diabetes [16], may be a marker for β-cell loss or toxicity and has been shown to be glucose responsive. 

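Both Gad1 probes fell with glucose in both strains. Probe A_52_P144310 fell by 0.62 on the log2 scale in B6 islets (standard error 0.14, adjusted p = 0.00751) and by 1.05 in BLKS islets (standard error 0.15, adjusted p = 0.000166), with no overlap between glucose groups in either strain. Probe A_51_P282538 fell by 0.60 and 1.00. The difference between the strains' responses, -0.42 at A_52_P144310 with a standard error of 0.20, was not called after adjustment over all probes. It stayed between -0.55 and -0.33 when each mouse was left out in turn.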

We observed a *Gad1 *decrease in both mouse models, but more so in the BLKS mice. 

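Of all probes tested, that of S100a9 (A_51_P402943) had the largest change with glucose in BLKS islets. Its log2 signal was 6.35 ± 0.33 (SD, n = 5 mice) in low glucose, where 4 of 5 mice were well above background, and 8.49 ± 0.66 (SD, n = 4) in high glucose. The rise was 2.14 (standard error 0.34, adjusted p = 0.000377), 4.39-fold, and was called without each mouse in turn (range 1.94 to 2.38). The groups did not overlap (exact permutation p = 0.00794). As the low-glucose signals lie close to background, which was not subtracted, the fold change can understate the rise.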

The gene with the largest change due to glucose in BLKS mice was *S100a9*. This gene is expressed in monocytes and pancreatic cell lines, and is essential for pancreatic leukocyte infiltration [17,18]. In addition to being an inflammatory marker *S100a9 *is associated with islet autoimmunity [19]. Another glucose-responsive gene, *Slc7a3*, is likely an indirect marker for the presence of resident islet inflammatory cells. *Slc7a3 *is a polar amino acid transporter, which provides L-arginine that can be used in nitric oxide (NO) production. NO synthesis and overproduction has been associated with β-cell dysfunction in diabetic rats [20].

In addition to the inflammation-associated genes we also observed strong induction by glucose of the gene encoding *Thioredoxin interacting protein *(*Txnip*) in both BLKS and B6 mice. 

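Txnip probe A_51_P438805 had the largest rise with glucose in B6 islets, from 10.04 ± 0.51 to 12.17 ± 0.36 log2 units (SD, n = 5 mice each). This is a change of 2.13 (standard error 0.26, adjusted p = 3.73e-05). In BLKS islets it went from 9.35 ± 0.48 (SD, n = 5) to 11.09 ± 0.43 (SD, n = 4), a change of 1.74 (standard error 0.27, adjusted p = 0.000356). A second probe, A_52_P420792, rose by 0.99 and 0.58. All 4 changes were called without each mouse in turn, and the glucose groups did not overlap in any of them.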

*Txnip *has been recently linked with glucose-induced β-cell loss [21]. Chen et al showed that glucose incubation up-regulated *Txnip *and increased apoptosis, which they speculated may be via the intrinsic mitochondrial apoptotic pathway. They also showed that constitutive over-expression is not necessary for apoptosis, but that the glucose-induced increase is sufficient. Furthermore, Parikh et al have shown that, in humans, *Txnip *over-expression reduces basal and insulin-stimulated glucose uptake [22], is elevated by glucose and suppressed by insulin. We confirm the increase of *Txnip *expression in response to glucose, although we do not observe any differential response to glucose between B6 and BLKS mice. 

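The response of Txnip in BLKS minus that in B6 was -0.39 on the log2 scale (standard error 0.37) at probe A_51_P438805 and -0.40 (standard error 0.16) at A_52_P420792. Neither difference was called after adjustment over all probes. They stayed between -0.61 and -0.19, and between -0.50 and -0.30, when each mouse was left out in turn.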

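In high glucose, Txnip signal at probe A_51_P438805 was lower in BLKS than in B6 islets by a log2 difference of -1.09 (standard error 0.27, adjusted p = 0.0158), 2.12-fold. Every BLKS mouse was below every B6 mouse (exact permutation p = 0.00794). At A_52_P420792 the difference was -0.58 (adjusted p = 0.00635), 1.49-fold. The low-glucose differences were -0.69 (adjusted p = 0.194) and -0.17 (adjusted p = 0.512), with the libraries labelled B6 low glucose 4 and BLKS low glucose 5 under their labels. The first of these was called, at -0.89, without either library.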

On the contrary, BLKS mice have 2-fold lower levels of *Txnip *than B6 mice. Thus *Txnip *is unlikely to underlie the islet failure in BLKS mice, but more likely to represent the typical response to glucose.

### Islet gene expression differences between B6 and BLKS strains

Table 2 shows a list of genes which were more than 2.5-fold different in BLKS islets compared with B6 islets in high glucose conditions (column 4, High Gluc.). 

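At a fold over 2.5 in high glucose and an unadjusted p under 0.001 for strain over both glucose concentrations, 34 probes passed, 18 higher and 16 lower in BLKS. All 34 are among the 36 probes of Table 2. The 2 remaining probes, for Fabp3 and Eno2 (A_51_P130028), were both at 1.32 on the log2 scale, under the limit. The number passing ranged from 31 to 40 when each mouse was left out in turn and moved most, to between 28 and 40, under the other alternatives.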

All members of this list were significantly different between strains, regardless of glucose concentration, after controlling the false discovery rate at 0.80 [23]. In addition to its induction by glucose within each strain (Table 1) *Spp1 *expression is also significantly different between strains and is 3.5-fold higher in BLKS islets (Table 2). 

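All 36 probes of Table 2 were called for strain over both glucose concentrations, with a largest adjusted p of 0.00733, and for strain in high glucose. Over all 2747 probes with an unadjusted p under 0.001 for strain, the largest adjusted p was 0.0107. In low glucose alone, with the labels as given, limma called 0 of the 36, while 32 had an unadjusted p under 0.05. The array pair as a fixed block gave 17 of 36, the pair as a random block 31 and the methods' linear model 32. Leaving out the library labelled B6 low glucose 4 gave 32, and leaving out the library labelled BLKS low glucose 5 gave 31. At all 36 probes the low-glucose difference was smaller than the high-glucose difference, with the labels as given. Taken over 34 probes, the median ratio of low-glucose to high-glucose differences was 0.577 with all mice and 0.977 without both of these libraries. It was 0.459 to 0.727 in the other ways to leave out 1 B6 and 1 BLKS low-glucose mouse. The paper holds the genes of Table 2 to differ significantly between the strains whatever the glucose concentration. This can be read as an effect over both concentrations or as a difference within each.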

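In high glucose the log2 signal of Spp1 (A_51_P358765) was 14.79 ± 0.66 (SD, n = 4 mice) in BLKS and 13.00 ± 0.14 (SD, n = 5) in B6 islets. The difference was 1.80 (standard error 0.55, adjusted p = 0.0411), 3.47-fold, with no overlap (exact permutation p = 0.00794). This call lies close to the threshold. It held in 11 of the 19 fits that leave out 1 mouse, over which the difference ranged from 1.66 to 2.13. With glucose the signal rose by 1.61 in BLKS (adjusted p = 0.0658, exact permutation p = 0.0397) and by 1.14 in B6 (adjusted p = 0.203, exact permutation p = 0.0476). Neither rise was called over all probes. Without the library labelled B6 low glucose 4 both were called, at 1.61 and 1.69, and the BLKS rise also without BLKS low glucose 4 (1.82) or BLKS high glucose 3 (1.93). In low glucose the strain difference was 1.33 (adjusted p = 0.209) with the labels as given, and was called without the library labelled B6 low glucose 4 (1.88) or the library labelled BLKS low glucose 5 (1.80).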

*Spp1 *or osteopontin is a multifunctional cytokine and a potential diagnostic predictor of diabetic end-stage renal disease [24]. Arafat et al have shown that *Spp1 *averts cytokine-mediated β-cell toxicity through negative regulation of NO production [25]. 

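The Slc7a3 probe (A_51_P275016) rose with glucose by 1.20 on the log2 scale in B6 (standard error 0.18, adjusted p = 0.000348) and by 1.51 in BLKS islets (standard error 0.20, adjusted p = 7.02e-05), with no overlap between glucose groups in either strain. In high glucose it was higher in BLKS by 0.96 (standard error 0.20, adjusted p = 0.00582), 1.95-fold, without overlap (exact permutation p = 0.00794). In low glucose it was higher by 0.66 (standard error 0.18, adjusted p = 0.132), 1.58-fold, with an exact permutation p of 0.0317 for this gene alone. The low-glucose difference was called without the library labelled B6 low glucose 4 (0.82) and without the library labelled BLKS low glucose 5 (0.84), and also with the array pair as a block.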

As we have shown, both BLKS and B6 mice up-regulate *Slc7a3*, a gene associated with NO production, but BLKS mice always express higher levels (1.49 to 1.97-fold). Thus, the excess capacity for NO production in BLKS mice might counter the protective up-regulation of *Spp1*. 

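Among the 12 probes whose response to glucose differed between the strains are those of Slc5a10, Slco1a5 (2 probes), Mfi2, Tieg1, Meox1, Mrpl50, Hnrpa1, Smpd1 and the transcript TC1043667. In 4 of the 12 the change was more positive in BLKS and in 8 it was more negative. With each mouse left out in turn, between 1 and 16 probes were called. Only 1 probe was called without B6 high glucose 1, BLKS high glucose 1 or BLKS high glucose 2, and 16 were called without B6 high glucose 5. The probe of Slc5a10 was called in all 19 of these fits and that of S100a9 in none. Fits with the array pair as a fixed block and as a random block called 47 and 237 probes, and the methods' linear model 270.

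**Figure D1:**
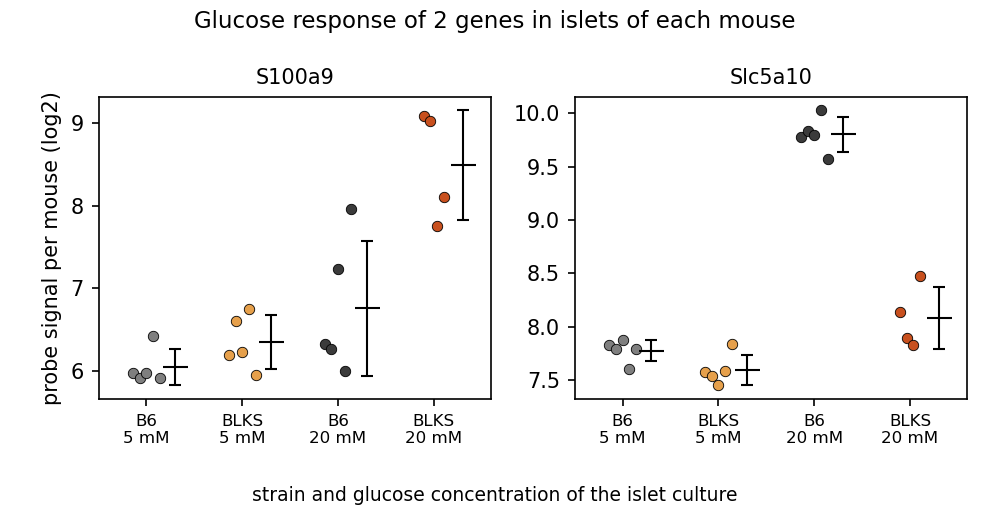
Log2 probe signal of S100a9 (A_51_P402943) and Slc5a10 (A_51_P509961) in islets of each mouse (points), by strain and glucose concentration, with mean and SD (bars). Groups hold 5 mice, except 4 for BLKS in 20 mM glucose. The S100a9 signals in 20 mM glucose spread more within a strain (SD 0.81 in B6 and 0.66 in BLKS) than those of Slc5a10 (SD 0.16 and 0.29).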

Other genes such as *S100a9*, *Aldob*, and *Slc5a10 *demonstrate a stronger glucose response in only one of the mouse strains. S100a9, a diabetes-associated pro-inflammatory molecule [26], had a much larger increase due to increasing glucose in BLKS mice (4.3-fold) *vs. *B6 mice (1.6-fold). 

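In B6 islets, S100a9 signal went from 6.05 ± 0.22 log2 units (SD, n = 5 mice), with 2 of 5 mice well above background, to 6.76 ± 0.81 (SD, n = 5). The change was 0.71 (standard error 0.32, adjusted p = 0.193), 1.64-fold (exact permutation p = 0.0952). As the low-glucose signals lie close to background, which was not subtracted, this fold change can understate the rise in B6 as well. The response in BLKS exceeded that in B6 by 1.42 (standard error 0.46), with an adjusted p of 0.807 for this difference over all probes. Its size is uncertain for the same reason, since either response can be understated. It ranged from 1.23 to 1.72 with each mouse left out in turn. The methods' linear model of single dye values, in which the dyes of a mouse count as separate values, called it. In high glucose BLKS islets had more S100a9 than B6 islets by 1.73 (standard error 0.34, adjusted p = 0.00466, exact permutation p = 0.0238), and in low glucose, close to background, by 0.30 (adjusted p = 0.762).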

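The Slc5a10 probe (A_51_P509961) rose by 2.03 in B6 (standard error 0.10, adjusted p = 3.24e-09), 4.07-fold, and by 0.49 in BLKS islets (standard error 0.11, adjusted p = 0.00679), 1.40-fold. The difference of -1.54 (standard error 0.15, adjusted p = 0.000182) stayed between -1.67 and -1.45 with each mouse left out.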

*Aldob*, encoding a glycolytic enzyme that is decreased in human diabetic islets [27], and *Slc5a10*, a sodium/glucose co-transporter, had stronger induction due to increasing glucose in B6 mice (1.5 and 3.5-fold respectively) *vs. *BLKS mice (1.1 and 1.6-fold respectively).

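Counted by gene, the probes that passed the limits of Table 2 belong to 31 genes, 15 higher and 16 lower in BLKS islets. The 5 probes with the largest differences among those without overlap between strains were those of H2-Q1, 6330403K07Rik and Plagl1, then 5830417I10Rik (-2.44 on the log2 scale, adjusted p = 0.00683) and AK046255 (-2.33, adjusted p = 0.00553). Beyond a 4-fold difference there were 8 probes, 3 higher and 5 lower in BLKS.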

From Table 2, 32 genes were more than 2.5-fold different in expression levels in BLKS islets compared with B6 islets; 16 genes were expressed at higher levels and 16 genes expressed at lower levels. Thirty of these genes displayed fold differences with magnitudes between 2.5 and 7.15. However, two genes had notable differences above this range.

The first, an uncharacterized transcript (*6330403K07RIK*), was 17.4-fold higher in BLKS islets. 

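The 6330403K07Rik probe (A_51_P417251) had a log2 signal of 12.52 ± 0.15 (SD, n = 4 mice) in BLKS and 8.46 ± 0.52 (SD, n = 5) in B6 islets in high glucose. The difference was 4.06 (standard error 0.94, adjusted p = 0.0105), 16.7-fold, with no overlap (exact permutation p = 0.00794). In low glucose it was 2.17 (standard error 0.89, adjusted p = 0.231), 4.50-fold, with the labels as given, and was called without the library labelled B6 low glucose 4 or the library labelled BLKS low glucose 5. The spread within low-glucose groups was 1.93 in B6 and 2.23 in BLKS, and it enters the standard error of the high-glucose difference because limma pools the spread over all 4 groups.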

At this time, this gene's product has no assigned function and has no known homology to any protein. Interestingly, two protein sequences were identified from the NCBI gene database corresponding to *6330403K07RIK *which had been translated from DBA genomic sequence and B6 mRNA sequence and were found to be different. The protein sequence from DBA mice (AAR87485) was different at four residues compared with the B6 sequence (BAB31072) over the 121 residues.

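Probe A_52_P231729, annotated to H2-Q1, had a log2 signal of 6.18 ± 0.12 (SD, n = 4 mice) in BLKS and 11.05 ± 0.03 (SD, n = 5) in B6 islets in high glucose, a difference of -4.87 (standard error 1.05, adjusted p = 0.0078), 29.2-fold. The BLKS signal lies close to background, which was not subtracted, so this fold change can understate the difference. In low glucose the difference was -3.03 (adjusted p = 0.161), with the libraries labelled B6 low glucose 4 and BLKS low glucose 5 under their labels, and it was called without either of them. Of the other probes annotated to H2-Q1, A_51_P425048 was higher in BLKS in high glucose by 0.61 (standard error 0.10, adjusted p = 0.00217) and A_52_P582814 did not differ detectably (-0.05, standard error 0.08, adjusted p = 0.819).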

The second gene with profound differential expression was *H2-Q1*, with a 29.3-fold lower level in the islets from BLKS mice. *H2-Q1 *localizes to the H2 locus in mice on chromosome 17. B6 mice are known to be isogenic for the H2b haplotype and BLKS mice are a recombinant congenic strain carrying the H2d haplotype [28]. The difference in *H2-Q1 *expression likely represents a difference conferred by the two haplotypes, and the *H2-Q1 *gene is possibly not expressed in mice with the H2d haplotype. Furthermore, another gene from the H2 locus was identified in Table 2 (*H2-K1*), and suggests that the influence of H2 haplotype can manifest in multiple gene expression differences.

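The H2-K1 probe above background (A_51_P198434) was lower in BLKS islets in high glucose by a log2 difference of -1.05 (standard error 0.22, adjusted p = 0.00602), 2.08-fold, which is under the limit of Table 2. Every BLKS mouse was below every B6 mouse (exact permutation p = 0.00794). The difference in low glucose was -0.65 (adjusted p = 0.152) with the labels as given, and it was called without the library labelled B6 low glucose 4 or the library labelled BLKS low glucose 5. From the H2 genes of Table 2 the paper proposes that the H2 haplotype affects expression of more than 1 gene.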

In further studies, we focused on the two genes *Plagl1 *and *Nnt*, which have previously been implicated in islet dysfunction in both humans and mice.

### Transcriptional differences in *Plagl1 *and *Nnt*

The second-most highly expressed gene in BLKS islets compared with B6 islets was *Plagl1 *(7.2-fold higher expression; Table 2). 

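Plagl1 probe A_52_P532456 had rank 2 by the size of the difference among probes higher in BLKS and rank 3 in either direction. Its log2 signal in high glucose was 11.92 ± 0.13 (SD, n = 4 mice) in BLKS and 9.15 ± 0.05 (SD, n = 5) in B6 islets, a difference of 2.78 (standard error 0.62, adjusted p = 0.0087), 6.85-fold. It ranged from 2.74 to 2.83 with each mouse left out. A second probe, A_51_P432034, differed by 0.78 (standard error 0.17, adjusted p = 0.00769), 1.71-fold. Neither pair of groups overlapped (exact permutation p = 0.00794 for each probe). In low glucose the differences were 1.61 (adjusted p = 0.185) and 0.44 (adjusted p = 0.188), with the libraries labelled B6 low glucose 4 and BLKS low glucose 5 under their labels. Both were called without either library.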

The expression state and magnitude was confirmed by qRT-PCR under the same conditions of high glucose in a separate experiment (Figure 3A). *Plagl1 *has been previously implicated in human transient neonatal diabetes mellitus (TNDM) [29], and can result from paternal uniparental disomy of chromosome 6, or paternal duplication of 6q24 (the TNDM locus). These genetic aberrations suggest the disease results from over-expression of an imprinted gene [29]. If BLKS islets are indeed predisposed to failure (when confronted with insulin resistance), then over-expression of *Plagl1 *would be consistent with the expression observed in human TNDM. Similarly, mice which over-express the human TNDM locus (including *Plagl1*) exhibit impaired glucose homeostasis [30]. Several functions for *Plagl1 *have been reported [31]. Interestingly, evidence that *Plagl1 *can regulate apoptosis may be relevant to the β-cell dysfunction in these mice. In BLKS mice, the *Plagl1 *gene is within a locus predicted to be inherited from the DBA parental strain. To investigate the underlying cause for the difference in *Plagl1 *expression we sequenced the four exons of the gene. Contrary to the published DNA sequence of *Plagl1 *in B6 mice, BLKS mice have 16 synonymous polymorphisms and a two-amino acid deletion (623Glu-624Pro; Figure 3B). These polymorphisms are contained within the third exon of the gene. The 16 synonymous polymorphisms may not affect the function of the protein, but could perhaps contribute to the higher expression of the *Plagl1 *transcript by affecting RNA stability. Additionally the 6 bp deletion could alter the RNA stability or possibly change the function of the protein product. The 623Glu-624Pro deletion in BLKS mice lies at the end of a repetitive Pro-Glu-Gln repeat region not found in the human paralog. Despite this structural difference within the *Plagl1 *gene of human and mice, functional differences have not been observed [31]. Thus it is uncertain whether the deletion of the 623Glu-624Pro is functionally relevant to the β-cell phenotype in BLKS mice.

We observed three different probes for *Nnt *that all showed a clear difference in expression (Table 2). On average, the *Nnt *was expressed at 4-fold higher levels in BLKS islets in high-glucose conditions. It was observed that the differences in *Nnt *expression were present in islets cultured in low-glucose conditions (Table 2, column 4); however, this was greater in islets following a stimulated pretreatment. 

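The 3 Nnt probes differed between strains in high glucose by 2.06 (A_51_P113395), 2.00 (A_52_P395228) and 1.93 (A_51_P113399) on the log2 scale, with standard errors of 0.37, 0.37 and 0.35 and adjusted p of 0.00307, 0.00345 and 0.003. Their mean fold was 3.99. At each probe every BLKS mouse was above every B6 mouse (exact permutation p = 0.00794), and each was called without any 1 mouse. At A_51_P113395 the log2 signal was 9.79 ± 0.10 (SD, n = 4 mice) in BLKS and 7.73 ± 0.06 (SD, n = 5) in B6.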

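In low glucose the 3 Nnt probes differed by 1.05, 1.10 and 0.93 on the log2 scale with the labels as given, a mean of 2.04-fold. The adjusted p were 0.167, 0.156 and 0.181, and the groups overlapped (exact permutation p = 0.183, 0.135 and 0.183). At A_51_P113395 the low-glucose signal was 9.14 ± 0.84 (SD, n = 5 mice) in BLKS and 8.09 ± 0.84 (SD, n = 5) in B6, a spread larger than in high glucose because the library labelled B6 low glucose 4 was at 9.58 and the library labelled BLKS low glucose 5 at 7.64. Without the first of these libraries the difference was 1.42 and was called, and so it was without the second.
The high-glucose difference exceeded the low-glucose one by 1.01 (standard error 0.51) at A_51_P113395, which was not called after adjustment over all probes. Leaving out 1 mouse moved this from 0.64 to 1.13. Over the 25 ways to leave out 1 B6 and 1 BLKS low-glucose mouse, the low-glucose difference itself ranged from 0.81 to 1.79, the latter without both of these libraries. The unadjusted limma p of the excess was 0.0642 with all mice and 0.0028 without both libraries, which were singled out on these data. In the other ways it was between 0.0362 and 0.0984. Without both libraries the low-glucose difference also came closest to the high-glucose one of 2.06. With the array pair as a random block, or with the methods' linear model, all 3 probes were called in low glucose.

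**Figure D2:**
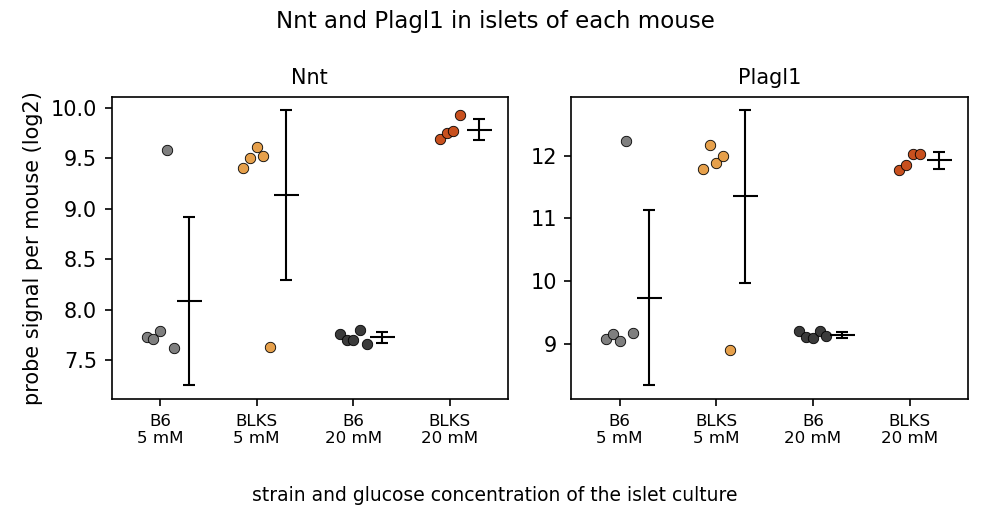
Log2 probe signal of Nnt (A_51_P113395) and Plagl1 (A_52_P532456) in islets of each mouse (points), by strain and glucose concentration, with mean and SD (bars). In 20 mM glucose all 4 BLKS mice lie above all 5 B6 mice, and in 5 mM glucose 1 library under each label lies at the level of the other strain.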

B6 mice were recently shown to be glucose intolerant, as a result of impaired insulin secretion, and this was linked to mutation of the *Nnt *gene [32]. In this study, a quantitative trait locus (QTL) analysis in B6 and C3H/HeH mice revealed that expression of *Nnt *was 5-fold lower in B6 islets, and is similar with the 4-fold level we observed compared with BLKS islets. Nnt is a nuclear-encoded mitochondrial protein involved in detoxification of reactive oxygen species [33], which is crucial for their removal and to reduce their deleterious effect on mitochondrial ATP production. Intact *Nnt *will likely lead to higher ATP levels and thus enhanced insulin secretion in the β cell. To confirm the role of *Nnt *in insulin secretion, B6 mice were rescued with an *Nnt *transgene which improved the insulin secretion [34]. Furthermore,*in vitro *analyses using insulin-secreting Min6 cells and isolated islets with reduced *Nnt *function demonstrated diminished insulin secretion associated with lower ATP levels [35]. An intact *Nnt *gene might be expected to lead to higher ATP levels in BLKS β cells and thus increased insulin secretion.

To investigate the origin of the *Nnt *gene in BLKS mice, we first investigated its genomic location at 116.1 Mb on chromosome 13 and found that this locus was predicted to be derived from the DBA parental genome [9], suggesting that the gene in BLKS mice was intact. Next, we sequenced the first coding exon, previously reported to contain a point mutation in B6 mice [32]. In DBA mice, codon 35 reads ATG, resulting in methionine, whereas in B6 mice this codon is ACG, resulting in threonine. We found that the DBA strain contributed this exon of the *Nnt *gene in BLKS mice due to the presence of the ATG at codon 35 (Figure 4A). B6 mice also have a deletion of exons 8 to 11 in this gene [32]. To confirm that the BLKS mice did not carry this multi-exon deletion we performed RT-PCR on islet RNA with primers spanning the deletion (Figure 4B). Corresponding to the intact gene from DBA mice, a 1497 bp amplicon was generated from the DNA of BLKS mice, whereas in B6 mice a smaller 743 bp fragment was observed, as expected, due the deletion. We also observed two smaller fragments of 402 and 598 bp in B6, and inspection of the gene sequence suggests that these fragments are likely a result of the mis-splicing of exon 7 to exons 13 and 14. Altogether, these data show that *Nnt *is contributed by the DBA strain in BLKS and is intact, in contrast to the disrupted B6 gene. Thus, the higher islet expression of *Nnt *in BLKS mice relative to the B6 mice is most likely due to the lack of mutation in the DBA-derived allele, and may lead to higher ATP levels and higher insulin secretion, accounting for the enhanced glucose tolerance. Recently a study was published identifying a strong QTL on chromosome 13 governing insulin hypersecretion in a B6 × DBA cross [36]. *Nnt *was identified as the likely candidate gene and higher gene expression and intact gene structure was observed in islets. These data support our results and confirm the fact that *Nnt *gene is inherited from the DBA genome in BLKS mice.

**Figure 4:**
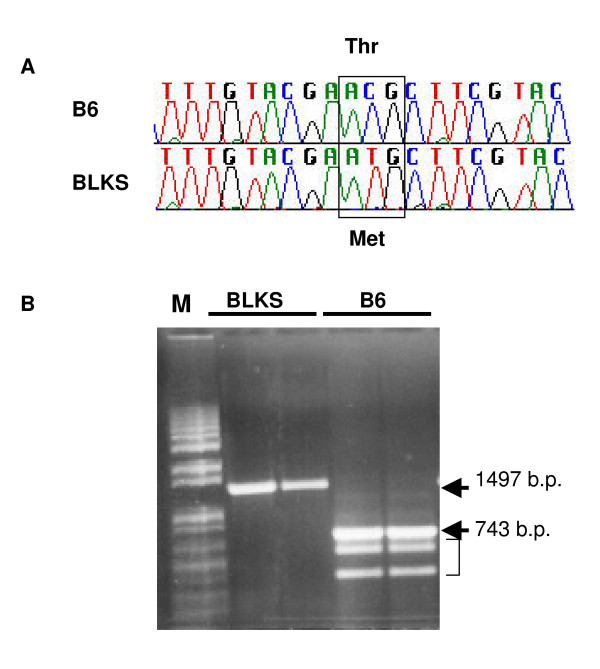
**Nicotinamide nucleotide transhydrogenase is derived from the DBA strain in BLKS mice**. (A) Sequencing of exon 1 of the *Nnt *gene in BLKS and B6 mice confirms the DBA origin of the gene in the BLKS genome. B6 mice possess the codon for threonine (Thr) at residue 35, whereas the BLKS mice have the codon for methionine (Met). (B) RT-PCR analysis of the *Nnt *RNA in B6 and BLKS. A smaller RT-PCR fragment is amplified from B6 RNA (743 bp) than BLKS RNA (1798 bp), confirming the deletion of exons 8 to 11 previously described in B6 mice [32]. The two smaller bands (bracket) in B6 mice are likely mis-splicing artifacts from downstream exons which are flanked by the PCR primers. M – marker.

The observations of altered expression of *Plagl1 *and *Nnt *between these two strains could account for the phenotypic differences observed in insulin-resistant states, such as enforced by deficiency of leptin or its receptor. Their individual prior association with human and/or mouse diabetes suggest these genes are functionally relevant to the proper action or survival of the β cell. The expression differences of these two genes alone may possibly be sufficient to elicit a physiological effect through their interaction. Indeed, the elevated secretion of insulin expected in β cells with intact *Nnt *function may precipitate an apoptotic event in a pro-apoptotic, *Plagl1*-enriched cell.

### Expression differences are mainly contributed by the DBA loci

We hypothesized that the DBA genome contributes to the islet dysfunction. The locations of the DBA blocks in the BLKS genome have been mapped by other groups [9-11]. We noticed that *Plagl1 *and *Nnt *were located in DBA loci of the BLKS genome, and investigated the genetic origin of the other genes in Table 2. We found that 28 out of these 32 genes were derived from DBA loci (Table 2, last three columns), based on the genetic mapping of Davis et al [9].

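The marker map of Davis et al. was not used here, so the origin of each gene is that given in Table 2. Of the 31 genes whose probes passed the limits of Table 2, 27 are listed there as DBA, 3 as B6 and 1 as other. Of all 32 genes of the table, 27 are listed as DBA and 1 as DBA with a question mark.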

We extended these observations of genomic location and expression fold change to the entire genome. Using the published mapping data [9] we identified the B6, DBA, and *Other *loci. *Other *loci were informative regions, but not classifiable as either B6 or DBA. Within these loci we mapped all the probes used in the profiling experiment and combined these data (Additional file 1, supplemental figure). All of the probes were segregated into genome sets, based on location of parental genomes (as described for Additional file 1, supplemental figure). Not all probes could be mapped and were labeled as *unmapped*, due to the inability to assign probes in intervals between markers derived from different strains. Figure 5 shows the fold changes of the probe sets from the B6, DBA and *Other *genomes. Microarray probes appear to be uniformly distributed across the mouse genome, and among the haplotype blocks. As the threshold increases, the contribution of the B6 genome declines, and no differences above a threshold of 3.5 were detected (Figure 5). In contrast to the B6 contribution, the contribution of the DBA genome increases as the fold change cut-off increases. 

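At or above a 3.5-fold difference between strains in high glucose there were 12 probes, 6 higher and 6 lower in BLKS. All 12 are in Table 2, where all 12 are listed as DBA. Among them are the 3 Nnt probes, whose mean fold in Table 2 equals an entry of the supplemental table for a region listed as Other. At 3-fold there were 21 probes, 20 of them listed as DBA and 1 as B6, and at 4.5-fold 5 probes, all 5 listed as DBA.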

At a 2-fold change or greater cut-off, we observed that 75% of the probes were DBA in origin, representing 10 times as many B6 probes. Furthermore, these data show a contribution of the *Other *genome within the range of 2 to 4-fold; up to 23% of the probes with a fold change greater than or equal to four are from genes located in the *Other *genome.

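At least a 2-fold difference in high glucose was found at 107 probes, 51 higher and 56 lower in BLKS islets, and 106 of them were called for strain over both glucose concentrations. Of these 107, 36 are in Table 2, where 31 probes are listed as DBA and 3 as B6. The origin of the remaining probes rests on the marker map, which was not used here. With the labels as given, 19 probes reached 2-fold in low glucose.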

**Figure 5:**
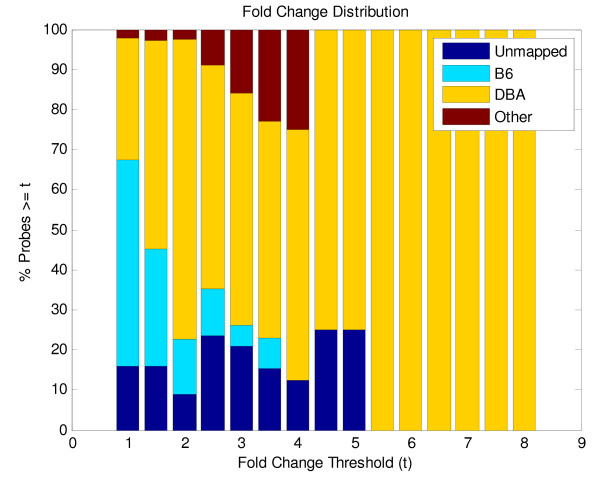
**Gene expression differences in BLKS islets demonstrate a major contribution by DBA located probes**. Gene expression fold-change differences for all probes in the experiment were assigned to either B6, DBA or *Other *genomes based on chromosomal location. The percentage of probes greater than the fold change threshold (*t*) are plotted against *t *for each set of genomically assigned probes. The contributions at a threshold of 1 reflect the baseline genomic contribution of these probes. As the fold change threshold increases, the B6 differences sharply decline, whereas the DBA probes increase their contribution. Above a fold change of 4.5, all of the expression differences are accounted for by DBA assigned probes.

We used the Kruskal-Wallis test to determine if there was a statistical difference in global gene expression fold-change distributions between probes from the different genomes. At the level of the whole genome, we found there was very high statistical significance for fold-change differences between DBA, B6 and *Other *(χ^2 ^= 126.52, *P *< 4× 10^-27^, for probes with significant [*P *< 1× 10^-6^] fold changes). 

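For strain over both glucose concentrations, 54 probes had an unadjusted p under 1e-06 with 1 value per mouse, 24 higher and 30 lower in BLKS. With the methods' linear model of single dye values, in which each mouse contributes more than 1 value, there were 1578. Without the library labelled B6 low glucose 4 the count with 1 value per mouse was 465, and without the library labelled BLKS low glucose 5 it was 419. Leaving out 1 of the other 17 mice gave between 21 (without BLKS high glucose 1) and 42. The array pair as a random block gave 840, as a fixed block 82, and B6 low glucose 1 as separate mice 110. The probes were not divided by origin here. From the difference between its groups of probes, the paper reasons that the DBA loci are associated with the expression differences in BLKS islets.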

We also investigated each chromosome individually using the same test, and found that many chromosomes showed significant differences in fold change between block types (Additional file 1, supplemental table). Chromosomes 6, 7, 8, 13 and 17 were all significant for fold-change distribution differences between the genomes. These data indicate an association of the DBA loci with the gene expression differences in BLKS mouse islets. In a QTL screen to identify loci which influence metabolic phenotypes between B6 and BLKS mice, Mu and colleagues [37] identified two suggestive LOD scores for plasma glucose on chromosomes 8 and 17, both identified in our study to harbor significant gene expression differences. Additionally, the recent report by Aston-Mourney and co-workers [36] identified suggestive LOD scores for insulin secretion on chromosomes 5, 6 and 7, of which two were identified in our study.

## Conclusion

We have analyzed the physiological differences between B6 and BLKS mice with attention to their glucose homeostasis/islet phenotype. We have shown several transcriptional differences linked to diabetes and inflammatory mechanisms leading to islet damage. 

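Lcn2, Spp1, S100a9 and Slc7a3 had a higher mean in high than in low glucose in both strains. Tested as a list, their median log2 change was 1.17 in B6 (camera, adjusted p = 0.00625) and 1.56 in BLKS islets (adjusted p = 0.00054), with 4 of 4 genes higher in both. In B6 1 of the 4 was called over all genes tested and 4 adjusted over the list alone, and in BLKS 2 and 4. The study chose these genes on these samples, so neither the tests of the list nor the counts adjusted over the list alone are independent evidence. Fry gave adjusted p of 0.0206 and 0.00234.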

Glucose stimulation appears to elicit inflammatory responses, and particularly increases in the genes *Lcn2*, *Spp1*, *S100a9*, and *Slc7a3*. These changes are seen in both strains, but expression is always higher in BLKS mice. 

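Between strains, the means of the same 4 genes were higher in BLKS in all 8 comparisons, 4 in each glucose concentration. In high glucose 3 of the 4 were called over all genes and 3 adjusted over the list alone, with a median log2 difference of 1.38. In low glucose, with the labels as given, limma called 0 over all probes and 2 adjusted over the list alone (median 0.86). Since the study chose the genes on these samples, these counts are not independent evidence. The low-glucose differences of Lcn2, Spp1 and Slc7a3, but not that of S100a9, were called without the library labelled B6 low glucose 4 or the library labelled BLKS low glucose 5.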

Altogether this suggests that islet dysfunction in BLKS has a strong inflammatory component. The largest islet gene expression differences were in *Plagl1 *and *Nnt*, two genes implicated in β-cell biology. 

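Ranked by the size of the strain difference in high glucose, H2-Q1 (A_52_P231729) had rank 1, 6330403K07Rik rank 2, Plagl1 (A_52_P532456) rank 3 and the highest-ranked Nnt probe rank 8 among all probes tested.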

We identified genetic differences in these genes between the two strains. The interaction of these two genes may account for the β-cell dysfunction commonly observed in BLKS mice. Lastly, we undertook a genomic approach to translate islet expression data, and revealed a significant and primary contribution from the DBA genome. These data demonstrate the utility of combining genomic, genetic, and physiological data to aid in the delineation of multi-factorial phenotypes.

## Methods

### Animal studies

All mice were maintained in accordance with the Institutional Animal Use and Care Committee of Amgen Inc. B6 and BLKS male mice were obtained at 6 weeks of age from The Jackson Laboratory (Bar Harbor, ME). Mice received food and water *ad libitum *and were maintained on a 12:12 h light-dark cycle (lights on at 6:30 am) and housed one per cage. Fasting (4 h) blood samples (150 μl) were collected from the retro-orbital sinus of non-anesthetized mice into EDTA plasma tubes and blood glucose was measured using a OneTouch Profile glucometer (LifeScan, Milpitas, CA). For GTT, mice were fasted from 9:00 pm to 9:00 am. Blood glucose was measured at 9:00 am, and an intraperitoneal glucose bolus (2 g/kg body weight) was administered to conscious, unrestrained mice. During the GTT, blood glucose was measured at 30, 60 and 120 min. Plasma insulin levels were analyzed using the LINCOplex mouse endocrine immunoassay panel following the manufacturer's instructions (Millipore, St. Charles, MO).

### Pancreatic islet isolation

Pancreatic islets were isolated from 12-week-old mice. After clamping the common bile duct as it joins the intestine, the pancreas was inflated with 5 ml of collagenase type XI (0.6 mg/ml; Sigma-Aldrich, St. Louis, MO) diluted in Hanks balanced salt solution (HBSS; Sigma-Aldrich). The distended pancreas was removed and incubated at 37°C for 10 min, and the islets were dispersed by gentle shaking. Enzymatic digestion was stopped by the addition of 45 ml of cold HBSS containing 10%FBS. Two rounds of centrifugation (300× g for 2 min) and washes with fresh HBSS/FBS were carried out, and the islets were resuspended in 10 ml of HBSS/FBS buffer. The slurry was layered on top of a prepared histopaque gradient (comprised of a 10 ml lower layer of Histopaque 1.119, and 10 ml upper layer of Histopaque 1.077; Sigma-Aldrich). Following centrifugation of the gradient at 1000× g for 30 min, the islets were collected from the top of the 1.077 interface, pipetted onto a 70 μm cell strainer, and washed with HBSS/FBS buffer. Finally, the islets were rinsed into a Petri dish, isolated from any contaminating exocrine material visually using a dissecting microscope, and cultured in RPMI-1640 media (Cellgro, University of Miami, FL), supplemented with 10%FBS and 100 U/ml of penicillin, and 100 μg/ml of streptomycin at 37°C in 5% CO_2_. Prior to all experiments, islets were cultured for 48 h in RPMI-1640 media containing 11 mM glucose, and reselected for use based on morphology as assessed with a dissection microscope.

### Glucose-stimulated insulin secretion assay

Twenty-four hours prior to the secretion assay, islets were picked into 24-well inserts (Multiwell Insert System, 8.0 μm pore size; BD Biosciences, San Jose, CA) in groups of 10 similarly sized islets and cultured in 1 ml/well RPMI-1640. For the insulin secretion assay, Krebs-Ringer Bicarbonate (KRBH) Buffer was prepared (129 mM NaCl, 4.8 mM KCl, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_.7H_2_O, 10 mM HEPES, 2.5 mM CaCl_2_.2H_2_O and 4.8 mM NaHCO_3_) and oxygenated for 15 min with 95%O_2_/5%CO_2_. Bovine serum albumin (fatty acid-free, Cat. No. A6003; Sigma-Aldrich) at a final concentration of 0.625% was added to the buffer, then the buffer was warmed to 37°C and pH adjusted to 7.4 with 5 M NaOH. The islets were starved for one hour at 37°C in KRBH + 1 mM glucose (Cat. No. 99-787-CI, Cellgro) by transferring the 24-well insert from the RPMI-1640 culture media to a new 24-well plate containing 1 ml/well KRBH + BSA and 1 mM glucose. The islets were transferred to the experimental plates containing 1 ml/well of KRBH + BSA and 1 mM, 10 mM and 16.7 mM glucose. Following a one-hour incubation at 37°C, the insert containing the islets was removed and the buffer plate frozen at -80°C. The insulin ELISA was carried out using the Ultra Sensitive Mouse Insulin ELISA kit (Cat. No. 90080; Crystal Chem Inc. Downers Grove, IL). Five microliters of each buffer sample was run in duplicate per assay protocol.

### DNA and RT-PCR analysis

DNA was isolated from tail tissue and used for PCR and direct sequencing analysis of the *Nnt *gene. RT-PCR using the One-Step System (Invitrogen, Carlsbad, CA) and islet RNA was performed using the oligonucleotides, Nnt forward-TACAAGAGCTGCCGCTTTGGA, and Nnt reverse-AGACCCACTAAAGGTGACTCCG; the product was used for direct DNA sequencing.

#### qRT-PCR

RNA isolation kits from QIAGEN (micro-RNAeasy kit; Valencia, CA) were used to prepare RNA from purified islets with a final eluate of 15 μl per mouse. RNA was quantified using Agilent's 2100 Bioanalyzer (Santa Clara, CA). Real time PCR was performed using 0.2 μM of *Plagl1 *primer and probe (forward-TCAAGTGCTCGAAGGCTGAGT, reverse-TGTGTGGCCATGTGTCTCATC, probe-FAM-TGGCAAAGCCTTCGTCTCCAAGTATAAGC-BHQ). Primers were derived from different exons to avoid amplification of any residual genomic DNA. The RT-PCR reactions were done using QIAGEN's Quantitect Multiplex RT-PCR kit. The total reaction volume was 20 μl per well and 20 ng RNA per reaction. Eight replicates of islets isolated from B6 and four replicates of BLKS were run with *cyclophilin *used as the housekeeping gene. Amplification and quantification of PCR products was performed on an ABI Prism 7900 (Applied Biosystems, Foster City, CA). Data were exported into Excel and analyzed using the delta CT method.

### Islet histology

Pancreata were removed and fixed in buffered zinc formalin and embedded in paraffin. Pancreas sections (5 μm) were deparaffinzed, hydrated and blocked for non-specific reactivity with CAS block (Zymed Lab., San Francisco, CA). Sections were incubated with guinea pig anti-swine insulin (A562; DAKO, Carpinteria, CA) at 1:3000 for 45 min at room temperature. Insulin was detected by biotinylated goat anti-guinea pig (BA-7000; Vector Laboratories Inc., Burlingame CA) at 1:100. Slides were quenched with 3% H_2_O_2 _and followed with avidin-biotin HRP Complex (Vector Lab., Burlingame CA). Reaction sites were visualized with DAB (DAKO). Next, slides were rinsed with PBS thoroughly and incubated with rabbit anti-human glucagon (A565; DAKO) at 1:800 for 1 h at room temperature. Glucagon was detected by a biotinylated goat anti-rabbit secondary (BA-1000; Vector Lab.) at 1:200 and followed with avidin-biotin alkaline phosphatase complex. Reaction sites were visualized with alkaline phosphatase substrate (Vector Lab.).

### Experimental design for islet expression profiling

We investigated gene expression differences in islets from B6 and BLKS mice and between pretreatments in the presence of low (5 mM) and high glucose (20 mM) in the culture media (to simulate basal and stimulated conditions respectively). To provide >85% confidence that each fold change >1.5 was true, we used *n *= 5 per group. To eliminate differences in gene expression contributed by variation across mice within a group, we did not pool islets from different animals but kept them separate. Islets were then cultured separately for 24 h in RPMI-1640 media containing either 5 mM or 20 mM glucose. At the end of the culture pretreatment, the islets were picked from the culture vessel, rinsed briefly in HBSS/FBS buffer and homogenized in RLT buffer. RNA was prepared using the micro-RNAeasy kit (QIAGEN). On average, 580 ng of total RNA was recovered from the isolated islets from each individual mouse.

### Pancreatic insulin content

Pancreata were excised and frozen in liquid nitrogen and stored at -80°C. Protein content was determined using the BCA Protein Assay Kit (Thermo Scientific Rockford, IL) following homogenization of the pancreata for 2 min at 25 Hz in 1 ml of 0.18 M HCl and 70% ETOH in a TissueLyser (Qiagen Gmbh, Germany). The tissue lysate was clarified for 10 min at 4000 rpm and the supernatant was transferred to a fresh microcentrifuge tube. For the protein assay, the supernatant was 10× diluted in PBS. The insulin content assay was performed using Ultra Sensitive Mouse Insulin ELISA kit (Crystal Chem). The tissue lysate was diluted 1000× and 6000× with sample diluent supplied with the kit before running the assay. All samples for both assays were run in duplicate.

### Expression profiling

Total RNA was profiled following the Agilent Two-Color Microarray-Based Gene Expression Analysis Protocol v4.0.2. Briefly, 200 ng of total RNA from each sample was separately amplified and labeled with Cy3- and Cy5-labeled CTP (Perkin Elmer; Wellesley, MA) using the Agilent low-input linear amplification kit. Labeled cRNA was purified using the Qiagen RNeasy Mini kit protocol for liquid samples (QIAGEN). Purified cRNA was quantified using the Nanodrop Fluorospectrometer ND-3000 (Wilmington, DE). Similar amounts of Cy3- and Cy5-labeled cRNA were combined and fragmented for 30 min at 60°C. The products were hybridized to Agilent Mouse Whole Genome Microarrays, and the resulting array data were extracted using Agilent Feature Extraction Software v8.1.

### Bioinformatic analysis

Raw data for each array were analyzed with Matlab software (The Mathworks Inc. Natick, MA). Data were not analyzed as dye ratios, but as dye-normalized relative fluorescence units (RFUs). Dye normalization was accomplished by pairing Cy3 and Cy5 values, and determining the effect of dye on RFU magnitude by including dye as a factor in an ANOVA analysis of the binary logarithm-transformed probe intensities, including all two-factor interactions. The other factors in the ANOVA were strain and glucose pretreatment. Found to be significant, the effect of reporter dye was subtracted in a least-squares manner. Ultimately, technical and then biological replicates were averaged prior to fold-change calculations. Raw and normalized data discussed in this publication have been deposited in National Center for Biotechnology Information's Gene Expression Omnibus (GEO, ) and are accessible through GEO Series accession number GSE11257.

Genotyping data from Davis et al [9] were used to divide the genome into DBA and B6 regions. Each region is bordered by two markers for the same strain with no intervening markers of any other strain. Regions with informative SNPs, not attributable to DBA or B6 were labeled *Other*. Each microarray probe was mapped to a region by determining if its target gene overlapped with any identified region. Probes not mapped to one of the three regions above were labeled as *Unmapped*. Fold-change distributions of the four classes of probe were compared using the Kruskal-Wallis test, a nonparametric ANOVA testing the hypothesis that groups have the same median fold-change rank. Fold changes were calculated between BLKS and B6 mice under high-glucose conditions, and those with a strain effect *P *value of < 1 *E*-6 were used in the test. This test, for differences between regions, was executed for the entire genome and for each chromosome individually.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

AAA carried out the gene expression data analysis, the SNP analysis, and participated in drafting the manuscript. JH did the glucose tolerance testing, the insulin ELISA for islet insulin secretion experiment, the measurement of pancreatic insulin content, the *Plagl1 *qPCR, and the *Nnt *RT-PCR. TJ and CL performed the sequencing and related analysis. DJL prepared RNA from islets isolated by JM, MG, and DJL. DMB and MAD carried out the expression profiling. MMV participated in drafting the paper. DJL conceived of the study, participated in its design and coordination, performed experiments and their analysis, and participated in drafting the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplementary data.** Figure showing location of the probes from the islet expression profiling compared to the genomic location of the contributing genomes. Table showing differences in gene expression between genomic regions (DBA, B6, *Other*, Unmapped) at the whole genome and chromosomal levels. Click here for file

# Supplementary material for: Pancreatic islet expression profiling in diabetes-prone C57BLKS/J mice reveals transcriptional differences contributed by DBA loci, including Plagl1 and Nnt
**Source:** Pathogenetics. 2009 Jan 22;2:1. doi: 10.1186/1755-8417-2-1
**Supplement:** Additional file 1 — Supplementary data. Figure showing location of the probes from the islet expression profiling compared to the genomic location of the contributing genomes. Table showing differences in gene expression between genomic regions (DBA, B6, Other, Unmapped) at the whole genome and chromosomal levels.

**ANDERSON ET AL: SUPPLEMENTAL DATA**

**Supplemental Figure 1: Location of the probes from the islet expression profiling compared to the genomic location of the contributing genomes.** Each spot represents a different Agilent probe, and is graphed on the x-axis to reflect the absolute log ratio of the difference in expression between the two strains. The y-axis indicates, from top-to-bottom, the location along each chromosome as identified from the mapping data of Davis et al. [1]. Red spots indicate those probes with a log ratio greater or equal to 1.5. The genomic composition is shown of the right hand side of each chromosomal plot, and illustrates the contributing genomes B6 (blue), DBA (orange) or other (gray). A locus which is not colored was not assigned to any of the three genomes due to insufficient SNP data to locate the precise end of one genome and the start of the next genome.

**Chromosome**

1. Davis RC, Schadt EE, Cervino AC, Peterfy M, Lusis AJ: **Ultrafine mapping of SNPs from mouse strains C57BL/6J, DBA/2J, and C57BLKS/J for loci contributing to diabetes and atherosclerosis susceptibility.** *Diabetes* 2005, **54:**1191-1199.

**Supplemental Table 1.** **Differences in gene expression between genomic regions (DBA, B6, *Other*, Unmapped) at the whole genome and chromosomal levels**. Expected fold change (*P <* 1E-6) for each genomic region expressed as a mean with medians in parentheses. *Whole Genome. **NaN indicates that a region has no significant probes represented. P-value significance from the Kruskal-Wallis test.

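Each entry of this table is a fold change between BLKS and B6 islets in high glucose, averaged over the probes of a region whose strain effect passed the stated p-value. The mean over the 3 Nnt probes computed here was 3.99 and their median 4.00. The paper's own values for these 3 probes in Table 2 have a mean of 4.05 and a median of 4.07, which equal the paper's entry for the Other region of chromosome 13, although Table 2 lists Nnt as DBA.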

| **Chromosome** | **DBA** | | **B6** | | **Other** | | **Unmapped** | | **P-value°** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **1** | 1.41 | (1.37) | 1.46 | (1.36) | NaN** | NaN | 1.47 | (1.47) | 8.54E-01 |
| **2** | NaN | NaN | 1.36 | (1.32) | NaN | NaN | NaN | NaN | 1.00E+00 |
| **3** | 1.50 | (1.35) | 1.44 | (1.37) | NaN | NaN | 1.81 | (1.53) | 3.72E-01 |
| **4** | 1.50 | (1.35) | 1.52 | (1.41) | NaN | NaN | 1.76 | (1.58) | 2.05E-01 |
| **5** | 1.60 | (1.49) | 1.54 | (1.45) | 1.61 | (1.61) | 1.59 | (1.39) | 9.42E-01 |
| **6** | 2.00 | (2.06) | 1.20 | (1.12) | NaN | NaN | 1.51 | (1.45) | **0.00E+00** |
| **7** | 2.11 | (1.67) | 1.48 | (1.32) | NaN | NaN | NaN | NaN | **2.20E-02** |
| **8** | 1.74 | (1.58) | 1.30 | (1.27) | 1.63 | (1.63) | 1.50 | (1.46) | **4.07E-02** |
| **9** | 1.47 | (1.39) | 1.42 | (1.35) | 1.35 | (1.35) | 1.70 | (1.31) | 9.55E-01 |
| **10** | 2.30 | (1.44) | 1.42 | (1.33) | NaN | NaN | 1.19 | (1.19) | 1.82E-01 |
| **11** | 2.66 | (1.59) | 1.73 | (1.71) | 1.79 | (1.62) | 1.42 | (1.49) | 3.33E-01 |
| **12** | 1.56 | (1.44) | 1.41 | (1.41) | NaN | NaN | 1.29 | (1.29) | 6.43E-01 |
| **13** | 1.68 | (1.68) | 1.50 | (1.51) | 4.05 | (4.07) | 2.13 | (1.95) | **2.25E-02** |
| **14** | 1.82 | (1.68) | 1.46 | (1.47) | NaN | NaN | 1.67 | (1.67) | 2.39E-01 |
| **15** | 1.60 | (1.56) | 1.60 | (1.65) | 1.51 | (1.51) | 1.64 | (1.59) | 9.20E-01 |
| **16** | 1.70 | (1.77) | 1.21 | (1.21) | 1.18 | (1.18) | 1.96 | (1.57) | 2.08E-01 |
| **17** | 1.87 | (1.6) | 1.29 | (1.29) | NaN | NaN | NaN | NaN | **2.98E-02** |
| **18** | 1.41 | (1.31) | 1.51 | (1.45) | NaN | NaN | 1.46 | (1.46) | 9.85E-01 |
| **19** | 1.41 | (1.32) | 1.43 | (1.37) | NaN | NaN | 1.76 | (1.58) | 1.83E-01 |
| **X** | 1.66 | (1.39) | 1.32 | (1.32) | NaN | NaN | 1.61 | (1.4) | 7.32E-01 |
| **WG*** | 1.84 | (1.72) | 1.42 | (1.33) | 2.05 | (1.62) | 1.67 | (1.51) | **0.00E+00** |

How the deposited data were processed for this re-analysis (not part of the article)

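Islet RNA of 10 B6 and 9 BLKS mice was measured on 20 Agilent mouse arrays of 2 colours, with 5 B6 and 5 BLKS mice in 5 mM glucose and 5 B6 and 4 BLKS mice in 20 mM glucose. Groups were taken from the labels of the samples alone.

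Per the file headers, the deposited intensity values were made with Agilent Feature Extraction, in another version than the methods name, by linear and LOWESS normalization between the dyes of each array and without background subtraction. Background subtraction had been assumed when the tests were chosen, and the values themselves show that none was done. The authors deposited in addition a table of log2 values, which was checked to be the log2 of the mean spot signal averaged over the dyes of a mouse, without background subtraction or scaling between arrays.

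From the processed intensities, log2 values were computed after leaving out control spots and spots marked as outliers by the software (12 to 38 per array and dye). Average intensities were equalised between arrays (Aquantile in limma), spots of a probe were averaged, and so were the dyes of a mouse. A probe was tested where at least 4 mice, the size of the smallest group, were well above background in all their channels, which left 29330 of 41174 probes. Since the software gave this call to most negative controls in Cy3, the filter rests largely on Cy5. Between 9 and 28 spots per array and dye were saturated.

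The tests used limma 3.58.1 in R 4.3.3 with data.table 1.17.8, with a mean for each of 4 groups, moderated variances and Benjamini-Hochberg adjustment over the probes tested, at 0.05. Adjusted p-values are from limma unless an exact permutation test is named, which compares the difference of means over all ways to divide the mice of 2 groups (126 ways for 5 against 4 and 252 for 5 against 5). Contrasts were the strain difference in high glucose, in low glucose and over both, the glucose response in each strain, and the difference between these responses. Whether groups overlap can be counted for contrasts between 2 groups and not for the difference between responses. For Table 1 and Table 2, the limits of the paper were applied to the unadjusted p of the effect over both groups.

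Named probes are those of Table 1 and Table 2, all tested probes of the genes that the text names for the arrays, and the 5 probes with the largest called change per contrast whose groups do not overlap. This rule, the tests of the contrasts, the gene lists and all alternatives but 1 were set before the data were examined. Gene lists were tested with camera at a preset correlation of 0.01, with 1 probe per gene, the brightest. Of 42 calls over lists and contrasts, 25 were also called by fry and 0 by camera with the correlation estimated for each list. Gene symbols and the order of genes came from a RefSeq table of assembly GRCm38.p6, to which 24081 of 29330 probes were matched (82.1%), giving 15998 genes. Summaries were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

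Mice with the same number and glucose concentration shared arrays, which the arrays themselves show. Their deviations from the group means correlated with coefficients from 0.02 to 0.695 (median 0.482), against a median of -0.168 for other pairs of mice. The pair was therefore used as a block among the alternatives, as a fixed block only for the strain differences and the difference between responses. The further alternatives were another background correction, no scaling between arrays, quantile normalization, no filter or a stricter filter on dim probes, outlier spots kept, the authors' log2 table, either dye alone, the later-scanned arrays left out, B6 low glucose 1 from its first arrays or as separate mice, the methods' linear model on single dye values, and each mouse left out in turn.

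On simulated data in which 200 or 400 of 29278 probes were changed, limma recovered from 91% of them for the difference between responses to 98.5% for the strain difference in low glucose, with 5.7% and 3.9% false calls. The simulated mice were independent, without the correlation of mice that shared arrays. Changes of set sizes were added to probes drawn at random. These shares therefore do not measure how many of the real low-glucose differences limma could call. Measurements of glucose tolerance, hormone secretion, protein, sequence and PCR, and the marker map of the strains, were not analysed here. Results for some items named in the paper are not reported here.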

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

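The tests on the libraries labelled B6 low glucose 4 and BLKS low glucose 5, the test of the response differences against mislabelling, and the test of acinar genes were chosen only after the result was seen.

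At 106 probes that were called and differed over 2-fold between strains in a limma fit of the high-glucose mice alone, on a scale with B6 at 0 and BLKS at 1, the library labelled B6 low glucose 4 lay at 0.99 (0.982 in Cy3, 0.998 in Cy5) and the library labelled BLKS low glucose 5 at -0.013 (-0.005 in Cy3, -0.018 in Cy5). Both lie far from the rest of their groups, with 0.918 and 0.929 of the range of the group between each and its nearest neighbour. The first is on the BLKS side at 95.3% of the probes and the second at 9.4%. A mixture of strains would place a library between 0 and 1. An exchange of channels on an array would also move its partner, but BLKS low glucose 4, on the same arrays as the library labelled B6 low glucose 4, lay at 1.003 and B6 low glucose 5 at -0.037. A candidate explanation is an exchange of the labels of these libraries. The probes were chosen for strain differences in other mice, no independent genotype was used here, and no label was changed.

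Among 75 named probes in 4 groups, 82 of 300 groups (27.3%) had a mouse far from the others, where chance gives about 5%. The library labelled B6 low glucose 4 was such a mouse at 38 probes and the library labelled BLKS low glucose 5 at 33. BLKS high glucose 4 was at 3 probes, BLKS high glucose 3 at 2, and BLKS low glucose 1, BLKS high glucose 1, and B6 high glucose 2, 3, 4 and 5 at 1 each, against 0.789 per mouse if chance flags were spread evenly. Most named probes were chosen for strain differences, so the counts of these libraries restate their position between the strains.

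Fewer probes differed between strains in low than in high glucose, 0 against 3258, with 4706 low-glucose probes at an unadjusted p under 0.05 in limma and 5096 called by the methods' linear model. The spread between the dyes of a mouse was no larger in low glucose (ratio to high glucose 0.944), which argues against noisier arrays. Of 25 ways to leave out 1 B6 and 1 BLKS low-glucose mouse, that without both libraries called 4581 probes, those without 1 of them between 946 and 2127, and the 16 ways that keep both called 0. The median ratio of low-glucose to high-glucose differences was 0.577 with all mice, where an exchange of 1 of 5 mice in each group gives 0.6, and 0.977 without both libraries (0.459 to 0.727 in the other ways). This is consistent with exchanged labels on these tests, which were made on the data that raised the question. At the strain probes, the remaining low-glucose mice lay between -0.04 and 0.05 in B6 and between 0.93 and 1.00 in BLKS, which argues against a weaker strain difference of the islets in low glucose at these probes.

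The response to glucose differed between strains at 12 probes, by a test of the difference itself. Of 100 splits of the mice, 3 gave as many, the real one included, and the largest count of another split was 1606. Chance is excluded at that share only if the array pairs are ignored. Only 2 splits, the real one included, part as many pairs as the real one, too few to exclude chance with the pairs kept. No technical explanation was excluded. Whether the labels of the libraries labelled B6 low glucose 4 and BLKS low glucose 5 contribute cannot be told apart from a strain effect at these probes, because the probes were picked for the difference. A first count, 6 of the 12 probes still called without both libraries (1 to 5 in the other 24 ways), did not decide, and it was replaced by the share of the difference each probe keeps, at least 86.5% over the 25 ways. The limits for that share were set with the values in view, so it decides nothing either. The array pair as a fixed block gave 47 probes and as a random block 237. Leaving out 1 mouse brought the count to between 1 (without B6 high glucose 1, BLKS high glucose 1 or BLKS high glucose 2) and 16 (without B6 high glucose 5), and 17 of the 19 such fits moved it over 1.5 times. The probe of Slc5a10 was called in all 25 ways.

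Genes of protein folding and secretion in the endoplasmic reticulum, which the paper does not discuss as a group although its tables list 2 of them, rose with glucose in B6 (camera, adjusted p = 1.13e-20, median log2 change 0.43, 27 of 28 genes higher, 22 called over all genes and 23 adjusted over the list alone) and in BLKS (2.96e-14, 0.35, 25 of 28). Fry called both. Targets of the carbohydrate response element rose in B6 (0.00054, median 0.15, 14 of 18 higher, 7 called over all genes and 8 adjusted over the list alone), and 2 of the genes on this list are named in the study. Cholesterol synthesis genes rose in B6 (4.92e-06, 0.16, 13 of 14, with 5 called over all genes and 9 adjusted over the list alone). Fry called these as well. In BLKS neither list was called (adjusted p = 0.18 and 0.296, medians 0.04 and 0.01, 12 of 18 and 8 of 14 higher). Single genes were called there all the same, 6 of 18 and 4 of 14 over all genes, and 7 and 4 adjusted over the list alone. Fry gave these lists adjusted p of 0.0501 and 0.268 in BLKS. Camera called the difference between responses for both (0.000813 and 5.65e-05, medians -0.06 and -0.16), fry only for the first (0.024 and 0.106), and over 25 ways to leave out 1 B6 and 1 BLKS low-glucose mouse the medians stayed between -0.105 and -0.037 and between -0.185 and -0.13. Camera with the correlation estimated for each list called 0 of 120 list tests. Probes called for the glucose response in the remaining mice moved the same way on the shared arrays of B6 low glucose 1 and B6 high glucose 5 in 87.5% of 2209 cases, against 52.6% to 64.1% between mice of 1 group, which argues against a difference between arrays as the whole cause. A response of the islets to glucose stays open, as a hypothesis.

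Cell cycle genes were lower in BLKS in high glucose (camera, adjusted p = 1.32e-06, median -0.18, 0 of 19 higher, 8 called over all genes and 13 adjusted over the list alone), as were endothelial genes (8.07e-05, -0.24, 0 of 9, 4 and 8) and fibroblast genes (2.44e-05, -0.39, 0 of 10, 7 and 8). Fry called all 3 and camera with estimated correlation 0. The brightest endothelial genes were Plvap (9.78 in B6 and 9.54 in BLKS) and Emcn (9.19 and 8.80), and the brightest fibroblast genes Col1a2 (10.38 and 9.32) and Col1a1 (10.59 and 9.26). None of the genes of these lists is in another list or was named by the study. Fewer cells from outside the islet in BLKS would lower acinar genes as well, but these had a median of 0.177, with 11 of 13 higher and the brightest, Cel and Ctrb1, at -0.02 and -0.04. In low glucose, with the labels as given, cell cycle genes were lower as well (9.73e-06, median -0.16, 0 of 19 higher, fry 0.121, median between -0.237 and -0.095 over the 25 ways to leave out 1 B6 and 1 BLKS low-glucose mouse), as were endothelial genes (0.00054, -0.16, 1 of 9 higher, fry 0.0474), but fibroblast genes were not called (0.221, -0.11, 2 of 10, fry 0.606). Fry's unadjusted p for the cell cycle list in low glucose was 0.0456 with all mice. It was 0.000664 without the libraries labelled B6 low glucose 4 and BLKS low glucose 5, and between 0.00839 and 0.242 in the other ways. Fibroblast genes rose with glucose in B6 (0.00042, 0.39, 9 of 10 higher) and not in BLKS (0.976, -0.007, 5 of 10). The difference between these responses was called by camera (1.77e-06, median -0.33, 0 of 10 higher) and not by fry (0.147), and its median stayed between -0.418 and -0.271 over the 25 ways. Since fry did not call it, these values do not decide whether the share of fibroblasts is lower in BLKS. Fewer endothelial cells or fibroblasts, and a strain difference in the expression of either list, stay open as hypotheses. No explanation was tested for the cell cycle genes, so that fewer dividing cells and lower expression in BLKS both stay open.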

How the results depend on the processing

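The alternative with negative controls as background was chosen only after the data were seen. It moved no count by over 1.5 times, and neither did another background correction, quantile normalization, no filter on dim probes, outlier spots kept, B6 low glucose 1 from its first arrays or the later-scanned arrays left out.

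Counts are given as strain difference in high glucose, in low glucose and over both, glucose response in B6 and in BLKS, and difference between responses, which were 3258, 0, 5487, 2795, 3400 and 12 with the choices described. The cause was not tested for any of the following. Without scaling between arrays, the counts were 1571 in high glucose (576 higher), 2991 over both (1198 higher), 1604 in B6 (558 rising), 2152 in BLKS (676 rising) and 5 for the difference between responses, against 1460, 2364, 1587 and 1897 higher or rising among the counts above. With the authors' log2 table they were 935 (392 higher), 2687 (646 higher), 1212 (270 rising), 997 (637 rising) and 4. Both of these called 0 in low glucose.

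With the array pair as a fixed block the counts were 5859, 2358 in low glucose, 8540 over both and 47 for the difference between responses. In this alternative the glucose responses were blocked by mouse number within a strain instead. That joins different mice that shared no arrays, so its count of 2154 for the BLKS response does not bear on shared arrays. With the pair as a random block the counts were 7389 in high glucose, 4710 in low glucose, 9832 over both and 237 for the difference between responses. The blocks moved no other of these 6 counts by over 1.5 times. The random block moved the glucose response over both strains from 6538 to 3812. The methods' linear model was fitted here with dye values as the unit, which the paper does not state for its p-values. It gave 6486, 5096, 9080, 5683, 6399 and 270 for the counts in the order above. Under it, 35 of 39 gene statements of the text were called, against 21. In low glucose, Cy3 alone gave 1249 and B6 low glucose 1 as separate mice 245. The difference between responses was 7 with the stricter filter, which tests fewer probes, 7 with Cy3 and 6 with Cy5.

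With each mouse left out, counts ranged from 2083 (without BLKS high glucose 4) to 3897 in high glucose, from 0 to 2684 in low glucose (2684 without the library labelled B6 low glucose 4, 2374 without the library labelled BLKS low glucose 5), from 4423 to 6671 over both, from 1923 to 3041 in B6, from 2288 to 3654 in BLKS and from 1 to 16 for the difference between responses. Over all alternatives, the strain probes past 2.5-fold stayed between 28 and 40 and the glucose probes past 2-fold between 14 and 26.

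Among 1359 values of the gene statements under alternatives, 1297 kept their direction and side of the threshold, 13 lost and 49 gained the call, and 0 reversed. With each mouse left out, between 20 and 32 of the 39 statements were called, 32 of them without the library labelled B6 low glucose 4. Camera with estimated correlation called 0 gene lists, against 42. Neighbouring calls were 14.451 times the shuffled number at an unadjusted p under 1e-6, against 1.178, no longer past the threshold with 34 genes. The share of other probes that follow a lower probe was 84.2% past 2-fold in high glucose, against 73.1%. Signal close to background limits the folds of dim probes, because background was not subtracted.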

Differences from the paper's values

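No test in this part was chosen only after the result was seen.

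The paper holds the strain differences of Table 2 to be significant whatever the glucose concentration. Read as a strain effect over both concentrations, all 36 probes were called by limma here as well. Read as a difference within each concentration, in low glucose limma called 0 of the 36 probes, with 32 at an unadjusted p under 0.05. The array pair as a fixed block called 17, as a random block 31, the methods' linear model 32, and leaving out the library labelled B6 low glucose 4 or the library labelled BLKS low glucose 5 called 32 and 31.

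The paper lists Lcn2 among genes that rise with glucose and are higher in BLKS. The rise was 1.29 in BLKS and 1.31 in B6 and the strain difference in high glucose 1.03, none of them called. The methods' linear model called both rises, leaving out the library labelled B6 low glucose 4 the one in B6 (1.74), and both blocks the strain difference. The rise of Spp1, 1.61 in BLKS and 1.14 in B6, was called by the methods' linear model and without the library labelled B6 low glucose 4. The BLKS rise was also called without BLKS low glucose 4 (1.82) or BLKS high glucose 3 (1.93).

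The paper describes the responses of S100a9 and Gad1 as stronger in BLKS. The differences between responses, 1.42 (from low-glucose signals close to background) and -0.42, were not called, except that of S100a9 by the methods' linear model.

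The paper places Plagl1 and Nnt at the top of the strain differences. By size in high glucose they had ranks 3 and 8, after H2-Q1 and 6330403K07Rik. The paper places H2-K1 among the genes past the limit of Table 2, where probe A_51_P198434 gave 2.08-fold. In the tables, 159 of 160 fold changes had the paper's sign, the exception being the row SERPINA7.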

Other observations

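The tests of neighbouring genes, probe agreement and B6 low glucose 1 and the splits of the samples were planned. The comparison of high-glucose strain calls with as many calls of the glucose response was chosen only after the result was seen.

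Genes called for the strain difference over both glucose concentrations lay next to each other more often than shuffled calls. Of 3608 called genes among 15998, 957 had a called next gene, against 812 for shuffled calls (ratio 1.178, permutation p = 0.0001, the smallest that 10000 shuffles can give). Genes related by name, whose probes could cross-hybridise, are not the whole cause, since the ratio was 1.239 without neighbours of like symbols. As many genes of the glucose response gave 1.156, so neighbours that are regulated together may account for much of it. The size of the strain difference in high glucose does not rest on the low-glucose mice, but its standard error does, through the pooled spread. Calls for this difference gave 399 against 301 (ratio 1.325, permutation p = 0.0001). As many genes of the glucose response gave 1.206, so that such neighbours may account for part of that excess. Inherited blocks of the genome stay open.

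For probes lower in BLKS, the other probes of the gene were lower as well in 73.1% (1781 of 2438), and for probes higher in BLKS they were higher in 76.8% (1393 of 1814, Fisher's exact test, p = 0.00605, probes of a gene not being independent). This is consistent with sequence variants under some probes lowering the BLKS signal, on this test alone. Among probes past 2-fold in high glucose the shares were 84.2% and 85.0%.

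The values of B6 low glucose 1 from its separate array pairs correlated at 0.811 in their deviations, against 0.616 or less in the 6 pairs of the other B6 low-glucose mice, and differed with an SD of 0.096, against 0.126 to 0.220 in those 6 pairs. Mice of different strains that shared arrays correlated at up to 0.695, in deviations from their group means. This argues against different mice under 1 label.

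Of 100 splits of the mice into groups of the same sizes, the number that gave as many probes, the real one included, was 1 for the strain difference in high glucose, 1 for that over both concentrations, 1 for the glucose response in B6, 1 for that in BLKS, 1 for the strain probes past 2.5-fold and 1 for the glucose probes past 2-fold, so chance is excluded for these at that share. In low glucose the count was 0 with the labels as given (4706 at an unadjusted p under 0.05 in limma, 2358 and 4710 called with the array pair as a fixed and a random block, 5096 by the methods' linear model), which all 100 splits reach by construction, so the splits say nothing there. Of the 11 splits that part as many array pairs as the real one, 1 gave as many probes in high glucose, the real one. For the strain difference over both concentrations and the strain probes past 2.5-fold, only 2 splits part as many pairs. These are too few to exclude chance there with the pairs kept. The largest count of another split was 1029 for the strain difference in high glucose and 2132 for the glucose response in BLKS. For the strain difference in low glucose it was 5422, where the labels as given called 0.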
